# Modulation of *Lactobacillus plantarum* Gastrointestinal Robustness by Fermentation Conditions Enables Identification of Bacterial Robustness Markers

**DOI:** 10.1371/journal.pone.0039053

**Published:** 2012-07-03

**Authors:** Hermien van Bokhorst-van de Veen, I-Chiao Lee, Maria L. Marco, Michiel Wels, Peter A. Bron, Michiel Kleerebezem

## Abstract

**Background:**

Lactic acid bacteria (LAB) are applied worldwide in the production of a variety of fermented food products. Additionally, specific *Lactobacillus* species are nowadays recognized for their health-promoting effects on the consumer. To optimally exert such beneficial effects, it is considered of great importance that these probiotic bacteria reach their target sites in the gut alive.

**Methodology/Principal Findings:**

In the accompanying manuscript by Bron *et al.* the probiotic model organism *Lactobacillus plantarum* WCFS1 was cultured under different fermentation conditions, which was complemented by the determination of the corresponding molecular responses by full-genome transcriptome analyses. Here, the gastrointestinal (GI) survival of the cultures produced was assessed in an *in vitro* assay. Variations in fermentation conditions led to dramatic differences in GI-tract survival (up to 7-log) and high robustness could be associated with low salt and low pH during the fermentations. Moreover, random forest correlation analyses allowed the identification of specific transcripts associated with robustness. Subsequently, the corresponding genes were targeted by genetic engineering, aiming to enhance robustness, which could be achieved for 3 of the genes that negatively correlated with robustness and where deletion derivatives displayed enhanced survival compared to the parental strain. Specifically, a role in GI-tract survival could be confirmed for the *lp_1669*-encoded AraC-family transcription regulator, involved in capsular polysaccharide remodeling, the penicillin-binding protein Pbp2A involved in peptidoglycan biosynthesis, and the Na^+^/H^+^ antiporter NapA3. Moreover, additional physiological analysis established a role for Pbp2A and NapA3 in bile salt and salt tolerance, respectively.

**Conclusion:**

Transcriptome trait matching enabled the identification of biomarkers for bacterial (gut-)robustness, which is important for our molecular understanding of GI-tract survival and could facilitate the design of culture conditions aimed to enhance probiotic culture robustness.

## Introduction

According to the world health organization (WHO) probiotics are defined as live microorganisms which, when administered in adequate amounts, confer a health benefit on the host [1]. The most widely applied probiotic strains belong to the genera *Lactobacillus* and *Bifidobacterium* [2], [3]. Probiotics are most commonly provided as freshly fermented food products, non-fermented food products to which probiotics are added, or as dried bacterial preparations [3], [4]. The viability of bacteria is considered an important trait for probiotic functionality, justifying the interest to unravel the mechanism(s) involved in gastrointestinal (GI)-tract survival at the molecular level [5], [6], [7], [8].

During passage through the GI-tract, probiotics encounter several stresses including acidity in the stomach which may reach a pH as low as 1 during fasting [7]. This low extracellular pH affects the proton motive force of the bacterial cells, thereby disrupting the energy supply required for processes such as membrane transport [9]. In addition, lower intracellular pH values caused by acidic conditions may inhibit specific pathways by damaging acid-sensitive associated enzyme functions [9]. After stomach passage probiotic strains reach the small intestine, where bile acids act primarily as a surfactant that can disrupt bacterial membranes [10] and damage macromolecules such as RNA and DNA through the generation of free oxygen radicals [11]. Moreover, protonated bile acids can freely pass bacterial cell membranes and release protons intracellularly which might lead to lowering of the intracellular pH, analogous to acid stress [9].

Among the lactobacilli, *Lactobacillus plantarum* is encountered in a plethora of fermentations, ranging from vegetables to dairy, meat and sourdough [12], [13]. *L. plantarum* is also frequently encountered as a natural inhabitant of the GI-tract of several mammals, including humans [14]. In addition, *L. plantarum* NCIMB8826 was demonstrated to effectively survive passage of the human stomach, reached the ileum in high numbers, and was detected in the colon [15]. A single colony isolate of this strain (designated *L. plantarum* strain WCFS1) was the first *Lactobacillus* strain of which the full genome sequence was published [16]. Subsequently, sophisticated bioinformatics tools were developed for this LAB strain, including an advanced genome annotation [17], genome-based metabolic models [18], as well as effective mutagenesis tools [19]. This enables the molecular investigation of gene-regulatory mechanisms underlying the observed GI-tract persistence of *L. plantarum* WCFS1.

The availability of full genome sequences has also enabled the exploration of genomic diversity among *L. plantarum* strains and its association to differential phenotypes [13], [20], [21], [22], [23]. To enable the identification of genes of which the relative expression level is correlated to the phenotype of interest, we recently developed a complementary transcriptome-phenotype matching strategy for *L. plantarum* (see accompanying paper by Bron *et al.*). Here, we employed this fermentation genomics platform to correlate transcriptome data to GI-tract survival. These correlations led to the identification of 13 candidate effector molecules for GI-tract persistence. A subsequent gene deletion strategy established a definite role in GI-tract persistence for the AraC-family transcription regulator encoded by *lp_1669*, the penicillin-binding protein Pbp2A involved in peptidoglycan biosynthesis, and the Na^+^/H^+^ antiporter NapA3.

## Results

### Gastric Acidity is a Critical Determinant of *L. plantarum* Survival

An *in vitro* assay was developed that allows high-throughput assessment of bacterial GI-tract survival (fig. 1A). Two independent reference *L. plantarum* WCFS1 cultures that were harvested during logarithmic phase of growth (OD_600_ = 1.0) displayed a 6-log decrease in CFU·ml^−1^ in the GI-tract assay (fig. 1B). The survival curves of these reference cultures demonstrated the major impact on survival exerted by gastric juice on *L. plantarum* viability and the relatively minor effect of the conditions which resembled the small intestine (fig. 1B). This differential effect on survival during the two stages within the GI-tract assay was consistently observed for all cultures tested, irrespective of the fermentation conditions applied or the growth phases from which bacterial cells were harvested.

**Figure 1:**
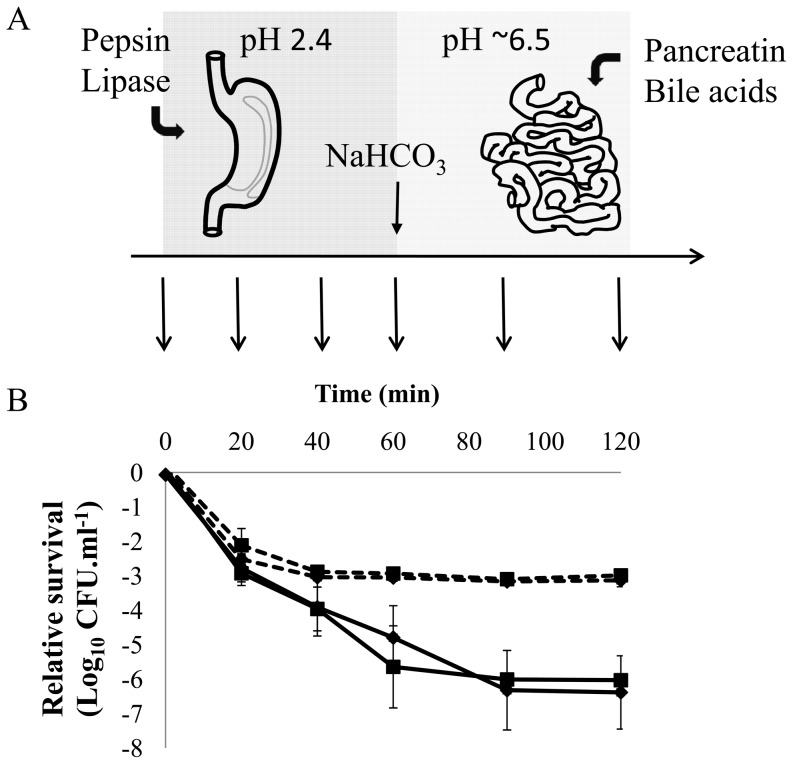
Relative survival of *L. plantarum* cells, subjected to an upper gastrointestinal-tract mimicking assay. *L. plantarum* WCFS1 cultures were grown aerobically at 28°C in 2×CDM containing normal acid concentration, at a pH of 5.8 and without NaCl. The cultures were harvested at mid-exponential phase (OD_600_ = 1.0) and subjected to an upper GI-tract mimicking assay (A): After 60 min incubation in gastric juice containing pepsin and lipase at a pH of 2.4 (logarithmic cells) or 2.3 (stationary cells), cultures were neutralized with NaHCO_3_ and pancreatic juice containing pancreatin and bile acids was added and incubation continued for 60 min (see materials and methods for details). Preceding and during incubation, samples were taken for CFU determination (aligned arrows). Panel B shows the relative survival of two independent cultures in logarithmic phase (solid lines) and stationary phase (dashed lines) during the GI-tract mimicking assay. Input (CFU determination immediately prior to the GI assay) is set at 0 Log_10_ CFU ml^−1^, data presented are averages of technical sextuplicates (+standard deviation).

The strongest determinant in the loss of survival during the gastric juice treatment appeared to be pH. For screening log-phase cells of *L. plantarum,* a pH of 2.4 was used for cells, as lowering or increasing of the gastric juice pH by 0.1 pH unit resulted in death or survival of almost all cells, respectively (over 7-log differences, data not shown). *L. plantarum* cells harvested at the stationary phase of growth consistently displayed a higher tolerance to the gastric juice treatment, which is exemplified by their higher survival rate in the GI-tract assay when a reduced pH of 2.3 was used (fig. 1B) at which the cells harvested from the logarithmic phase of growth were nearly all killed within 60 minutes of incubation.

### Fermentation-enhanced Digestive Tract Survival

We examined the effects of different growth conditions on *L. plantarum* WCFS1 GI-tract survival by applying samples derived from the fermentation-genomics platform described in the accompanying paper by Bron *et al*. to our *in vitro* GI-tract assay. The results demonstrate that fermentation conditions used to culture *L. plantarum* WCFS1 conferred a profound influence on the GI-tract survival. Variable fermentation conditions resulted in major differences (a reduction of 7 logs for the logarithmic population and 5 logs for stationary cells) in *L. plantarum* WCFS1 survival after incubation in gastric juice (fig. 2). Notably, survival of cultures grown in different fermentation conditions strongly exceeded the levels of variation in survival observed in independent GI-tract assays (fig. 1B).

**Figure 2:**
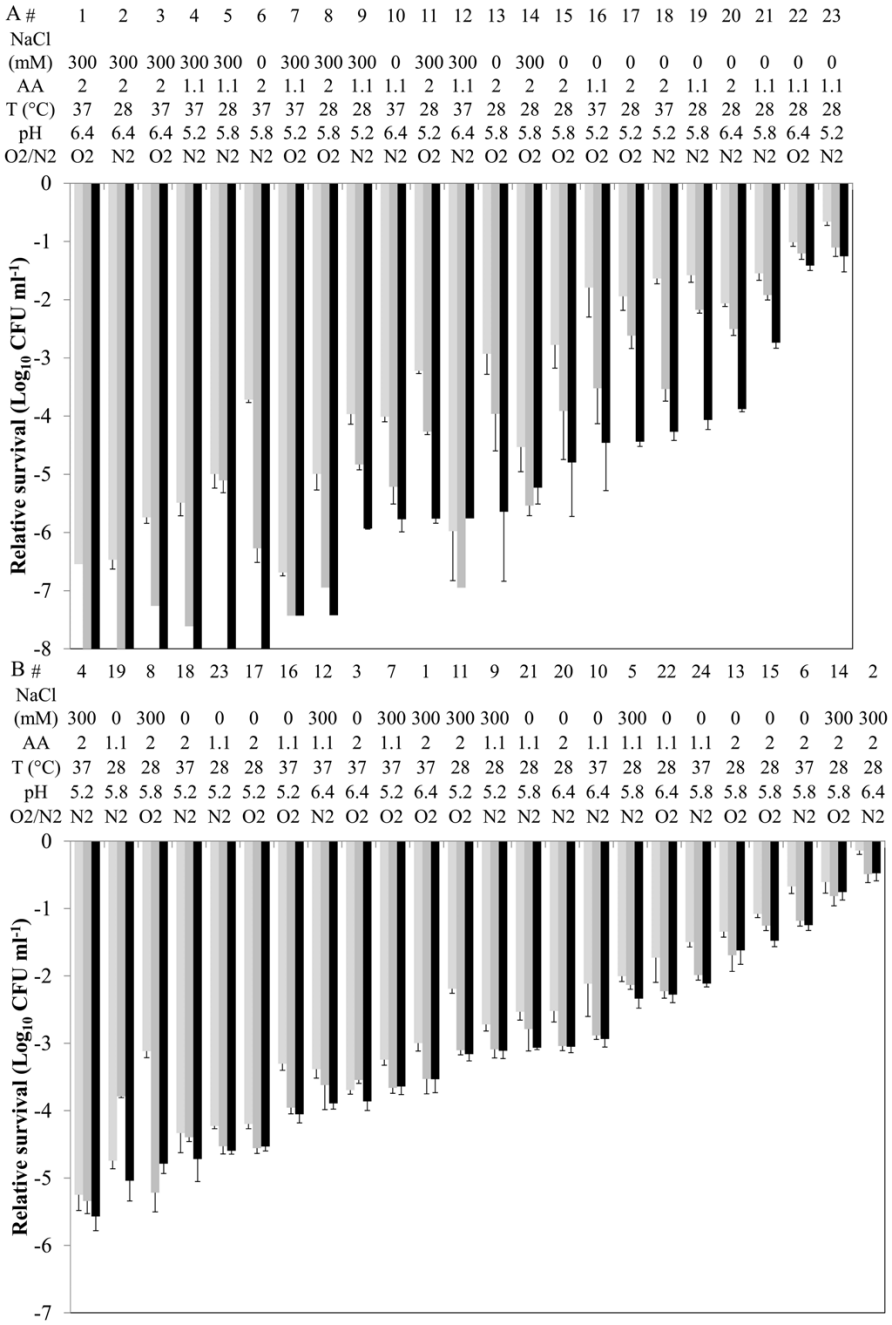
Relative GI-tract survival of differently grown *L. plantarum* WCFS1. Log_10_ CFU ml^−1^ determination of *L. plantarum* WCFS1 in logarithmic phase (A) and stationary phase (B) after 20 (light grey), 40 (dark grey), and 60 min (black) gastric juice incubation. Input is set at 0 Log_10_ CFU ml^−1^, #  =  fermentation number, cultures were grown in 2× CDM with (300 mM) or without (0) NaCl; with normal amino acid concentration (2) or reduced (1.1); at 28°C or 37°C; medium buffered at a pH of 5.2, 5.8, or 6.4; and aerobically (O_2_) or anaerobically (N_2_). Data presented are averages of technical sextuplicates (+ standard deviation).

To identify the fermentation conditions that significantly affected the survival rate in the simulated GI-tract conditions, a Mann-Whitney U test-based correlation analysis was performed in FermDB on all time points measured (See accompanying manuscript by Bron *et al*. for correlation analyses details). The presence of 300 mM additional NaCl in the growth medium resulted in a significant (*P*<0.05) negative influence on *L. plantarum* GI-tract survival irrespective whether cells were analyzed after collection from either logarithmic or stationary phase of growth (shown for 60 min incubation in fig. 3A and B). *L. plantarum* grown in more acidic conditions (pH 5.2 instead of pH 6.4) and harvested in stationary phase showed a significantly (*P*<0.05) enhanced the gastric juice survival rate (shown for 60 min in fig. 3C).

**Figure 3:**
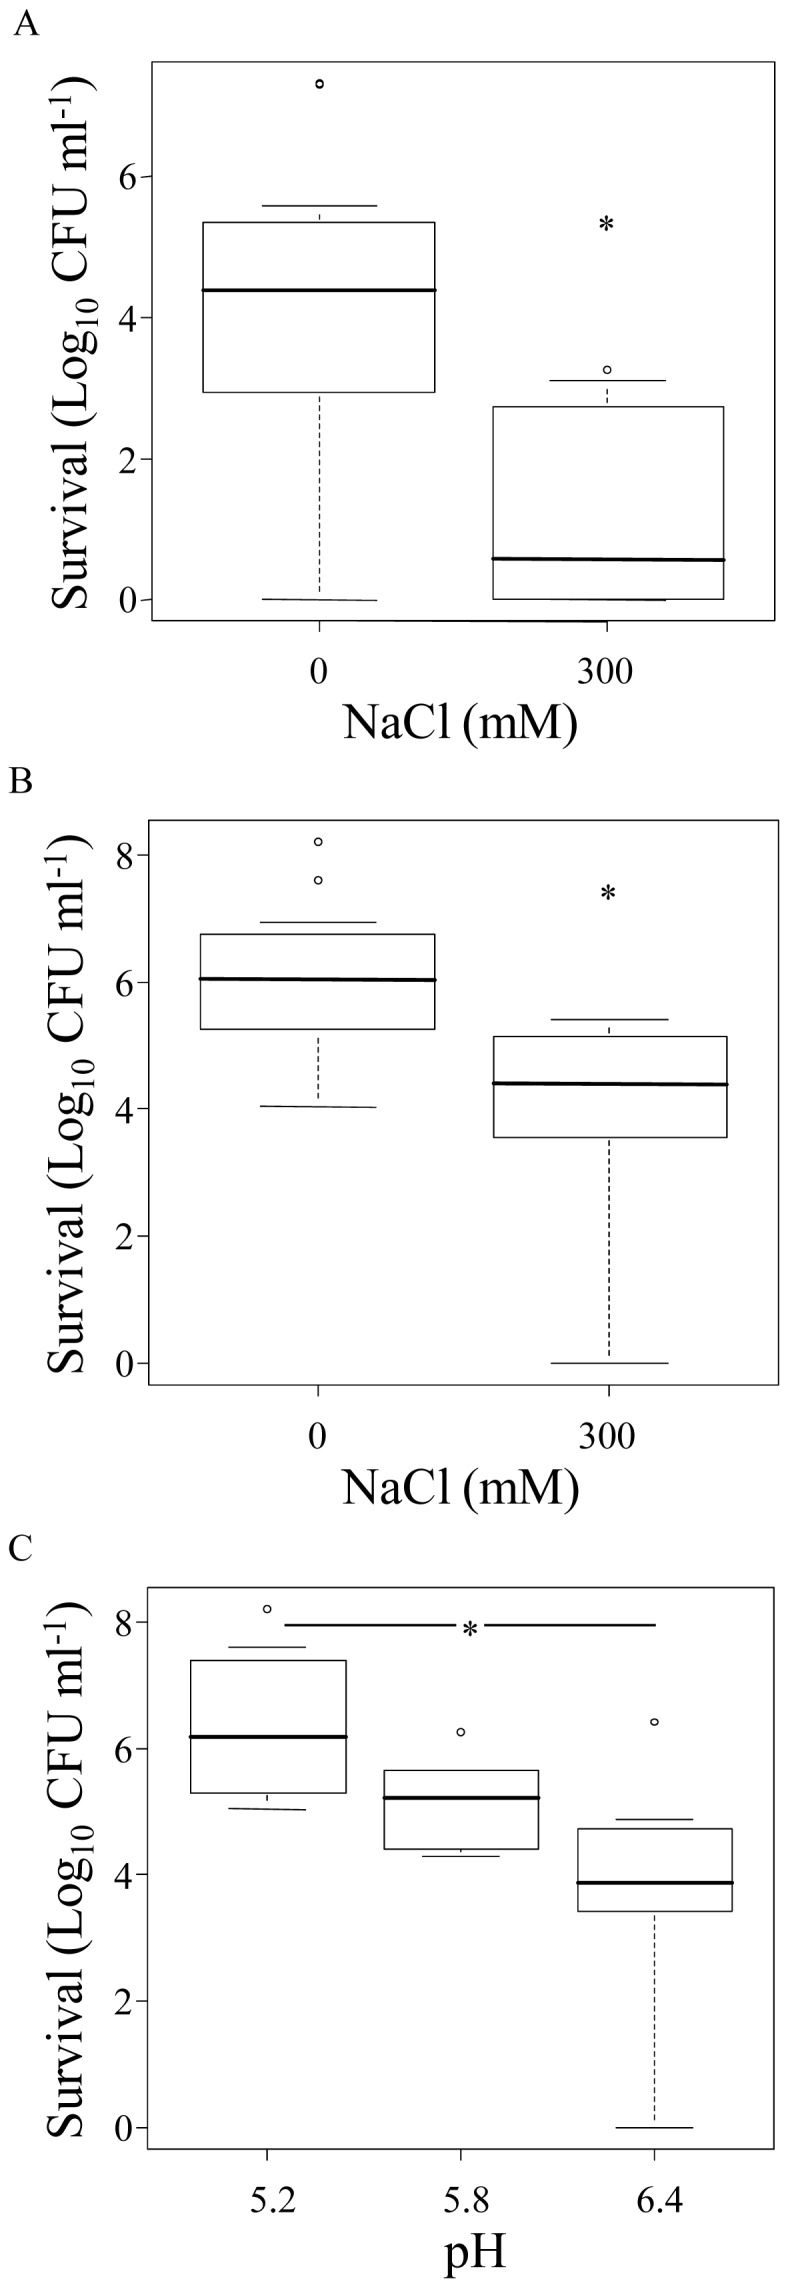
Effect of medium components on GI-tract survival of *L. plantarum* WCFS1. Box plots of NaCl and 60 min GI-tract survival of logarithmically (A) and stationary (B) grown cultures and of pH and 60 min GI-tract survival of stationary cells (C). Results are based on data from all fermentations used in this study (see fig. 2A). * *P*-value <0.05 compared with 0 mM NaCl (A and B) or pH 6.4 (C).

### Transcriptome to Phenotype Association Identifies Candidate Effector Molecules for GI-tract Survival

In parallel with the GI-tract survival patterns, transcriptome profiles were obtained for logarithmic cells harvested from all fermentation conditions employed in this study (see accompanying paper by Bron *et al.*). To investigate whether high- and low-rate surviving cultures in the GI-tract assay could be distinguished based on the expression of specific genes, the cultures were first ranked on their GI-tract survival after gastric juice incubation (t = 60 min). For cultures that had retained undetectable survival rates after 60 min of gastric incubation, the relative survival rates after 20 min and 40 min of gastric incubation, were employed to refine their relative survival ranking (fig. 2A).

The transcriptomes of the eight cultures with the highest survival rates and the eight cultures with the lowest survival in the GI-tract assay were clearly distinguishable according to principal component analysis (PCA) (fig. 4). This result indicated that the transcriptomes contained information (genes) within the first two components of the PCA which might allow the discrimination between high- and low-survival rates in the GI-tract assay. To identify specific transcripts that discriminate between low and high GI-tract survival, and thus can be regarded as candidate robustness markers, the random forest algorithm was applied (see the accompanying paper by Bron *et al*.). This allowed the identification of transcripts that have a high contribution to accurately predict the low- and high-survival outcomes (table S1).

**Figure 4:**
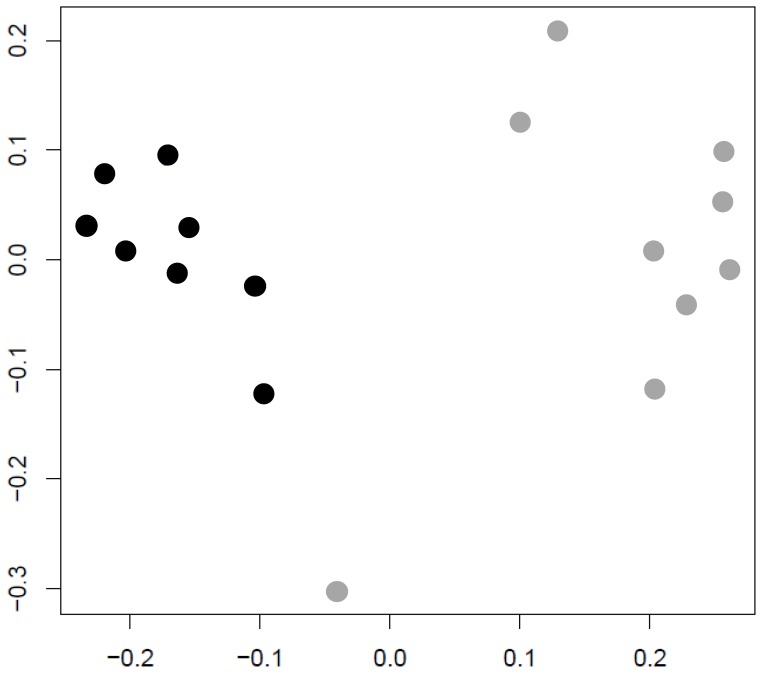
MDS plot of the eight best and the eight poorest surviving *L. plantarum* WCFS1 cultures grown under different growth conditions after GI-tract passage. Sample distances of good (black circles) and poor (grey circles) surviving cultures (see fig. 2A). Classification is based on the transcriptomes of these cultures just before subjection to the GI-tract survival assay.

### Validation of Target GI-tract Survival Effector Molecules by Mutagenesis

To validate the association of the expression level of specific genes in *L. plantarum* with GI-tract survival, the 13 genes with the highest ranking based on the criteria described in the Materials and Methods section were targeted by genetic engineering (table 1), aiming to improve GI-tract survival beyond the levels observed with the wild-type strain. Therefore, the direction of the correlation between transcript intensity and survival in the GI-tract assay determined whether a gene would be targeted for overexpression (positive correlation, see fig. 5A for an example) or gene-deletion (negative correlation, fig. 5B).

**Table 1:** Candidate genes linked with GI-tract survival of *L. plantarum* selected for genetic engineering.

ORF^a^	Name	function	Subcellular localization prediction^b^	Correlation withhigh survival^c^	R^2d^	Importance^e^	KO/over^f^	Strain^g^
lp_1413	*pbp2A*	transpeptidase-transglycosylase (penicillin binding protein 2A)	N-terminally anchored (No CS)	−	0.702	1.832	KO	NZ3412^CM^
lp_2827	*napA3*	Na(+)/H(+) antiporter	Multi-transmembrane	−	0.686	1.503	KO	NZ3416^CM^
lp_1669	*lp_1669*	transcription regulator, AraC family	Intracellular	−	0.601	1.156	KO	NZ3417^CM^
lp_3398	*pacL3*	cation transporting P-type ATPase	Multi-transmembrane	−	0.474	1.790	KO	NZ3415^CM^
lp_1817	*lp_1817*	ribitol-5-phosphate 2-dehydrogenase (putative)	Intracellular	−	0.378	1.156	KO	NZ3414^CM^
lp_2758	*thrC*	threonine synthase	Intracellular	+	0.714	1.227	over	pNZ3432^h^
lp_3299	*folB*	dihydroneopterin aldolase	Intracellular	+	0.638	1.772	over	pNZ7026^i^
lp_0149	*lp_0149*	ABC transporter, ATP-binding protein, Cobalt (orcobalamine)	Intracellular	+	0.634	1.977	over	pNZ3433^j^
lp_3297	*folE*	GTP cyclohydrolase I	Intracellular	+	0.554	1.356	over	pNZ7026^i^
lp_0148	*lp_0148*	ABC transporter, permease protein, Cobalt (or cobalamine)	Multi-transmembrane	+	0.523	1.156	over	pNZ3433^j^
lp_2349	*hicD3*	L-2-hydroxyisocaproate dehydrogenase	Intracellular	+	0.441	1.001	over	pNZ3431
lp_3296	*folC2*	folylpolyglutamate synthase/dihydrofolate synthase	Intracellular	+	0.432	1.081	over	pNZ7026^i^
lp_1357	*lp_1357*	extracellular protein, membrane-anchored (putative)	N-terminally anchored (No CS)	+	0.233	1.001	over	pNZ3430

a ORF, open reading frame.

b Subcellular localization prediction according to LocateP [54].

c +, positive correlation; -, negative correlation.

d R^2^ based on linear regression of transcript intensity and GI-tract survival of the eight best and eight worst surviving cultures (see fig. 2).

e Importance according to random forest [45].

f KO, knock out; over, overexpression.

g *L. plantarum* KO strains with NZ number or *L. plantarum* strains harboring plasmids (pNZ number).

h pNZ3432 contains *thrC* and *lp_2759*.

i pNZ7026 contains *folB*-*folK*-*folE*-*folC2*-*xtp2*-*folP*.

j pNZ3433 contains *lp_0148*, *lp_0149*, and *lp_0150*.

**Figure 5:**
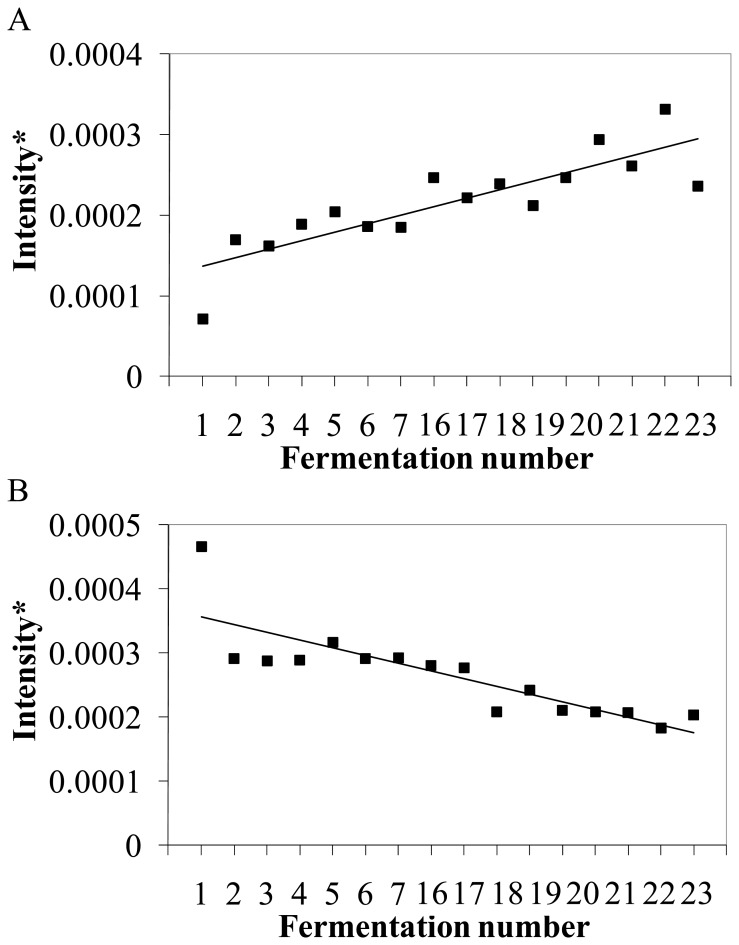
Correlation of *L. plantarum* WCFS1 GI-tract survival and transcript intensity of *thrC* (A) and *pbp2A* (B). The eight best and eight worst fermentations (see fig. 2A) are ranked with increasing GI-tract survival. *Data was normalized to correct for between slide variation [22]. R^2^ *thrC*  = 0.71, R^2^ *pbp2A*  = 0.70.

Genes targeted for sakacin-inducible overexpression were *thrC*, *lp_0149*, *hicD3*, and *lp_1357* (table 1). For *folB* overexpression, we used a previously constructed mutant that overexpresses the entire *folB*-*folK*-*folE*-*folC2*-*xtp2*-*folP* cluster [24], [25]. Sakacin P induced overexpression of the cytoplasmic *hicD3* and *thrC* and the downstream *lp_2759* gene products could readily be confirmed by SDS-PAGE analysis of cell-free extracts of induced cultures (figure S1). In contrast, overproduction of the membrane-anchored (*lp_1357*) and transmembrane proteins (*lp_0148–0150*) were not distinguishable by SDS-PAGE (data not shown). Although overexpression could only be demonstrated for two of the genetic loci, we applied all overexpression strains to our GI-tract assay. The constructed overexpression and gene deletion mutants were grown until the logarithmic growth phase and subjected to the GI-tract assay. The survival of the Sakacin P induced overexpression mutants was anticipated to improve when compared to a control strain harboring the empty induction plasmid (fig. 6). Although not significant, the contrary seemed to be the case, since the slight effects that were observed in some of the experiments suggested that the expression of the cloned genes reduced the survival capacity of these cells rather than improved.

**Figure 6:**
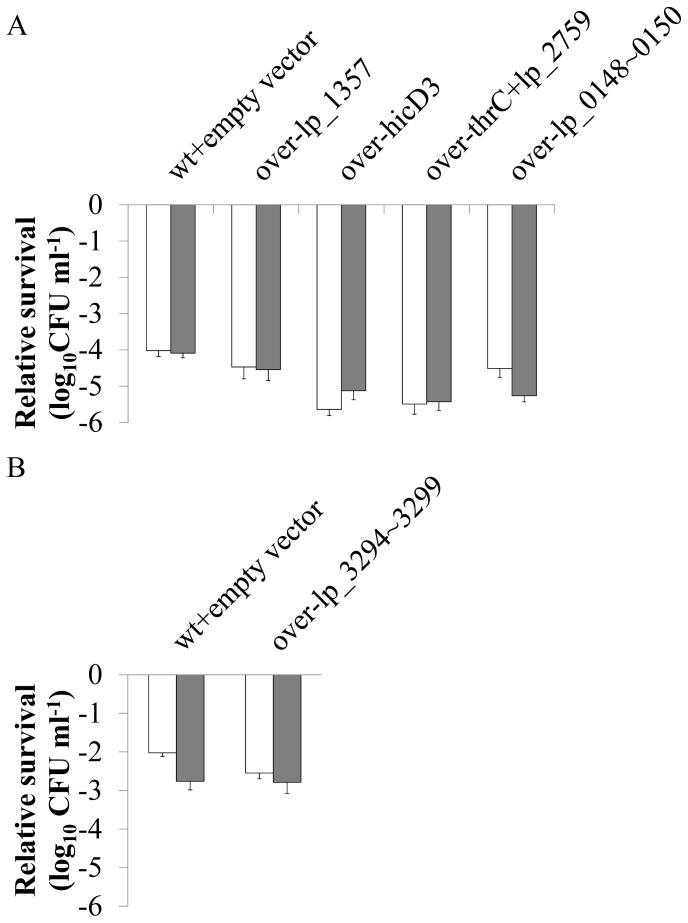
Relative GI-tract survival of *L. plantarum* mutants overexpressing genes potentially involved in GI-tract survival. Log_10_ CFU ml^−1^ determination of mid-exponentially grown in batch *L. plantarum* mutants after 60 min gastric juice incubation (white bars) and subsequent 60 min pancreatic juice incubation (grey bars). Input is set at 0 Log_10_ CFU ml^−1^. Empty vectors are pSIP411 (A) and pNZ7021 (B). *L. plantarum* harboring pNZ3430 (over*-lp_1357*), pNZ3431 (over*-hicD3*), pNZ3432 (over*-thrC*+*lp_2759*), pNZ3433 (over*-lp_0148∼0150*), and pNZ7026 (over*-lp_3294∼3299*). Data presented is the average of technical sextuplicates (+ standard deviation).

In contrast, the *L. plantarum* Δ*pbp2A::cat*, Δ*lp_1669::cat*, and Δ*napA3::cat* mutants showed significantly improved survival in the GI-tract assay, as compared to their parental strain (fig. 7). These strains harbored disruptions in genes associated with poor survival in gastric stress. Notably, we have combined the individual mutants described here to construct Δ*pbp2A-*Δ*napA3::cat* and Δ*napA3-*Δ*lp_1669::cat*. However, these double gene deletion derivatives displayed robustness phenotypes comparable to the single Δ*napA3::cat* gene deletion derivative, indicating that the positive effect on GI robustness of these mutations appeared not cumulative (data not shown). Nevertheless, these results establish the involvement of certain fermentation-condition dependent gene products in GI survival.

**Figure 7:**
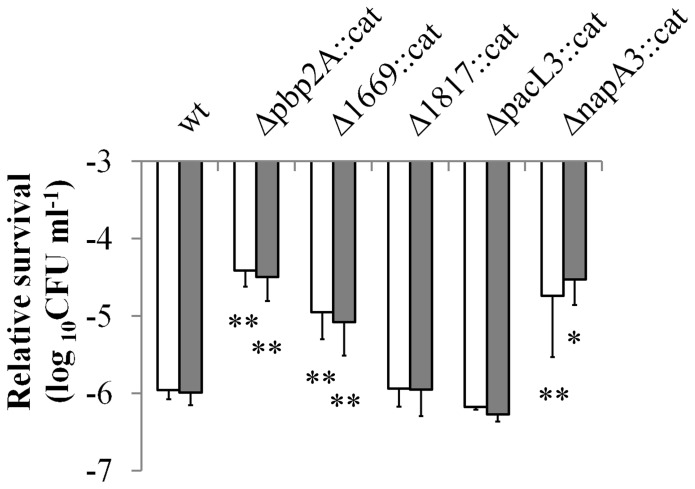
Relative GI-tract survival of *L. plantarum* mutants with *cat* replacements of candidate genes involved in GI-tract survival. Log_10_ CFU ml^−1^ determination of logarithmic (OD_600_ = 1.0) batch *L. plantarum* mutants after 60 min gastric juice incubation (white bars) and subsequent 60 min pancreatic juice incubation (grey bars). Input is set at 0 Log_10_ CFU ml^−1^. *Δpbp2A::cat*  =  *L. plantarum* NZ3412^CM^, *Δ1669::cat*  =  *L. plantarum* NZ3417^CM^, *Δ1817::cat*  =  *L. plantarum* NZ3414^CM^, *ΔpacL3::cat*  =  *L. plantarum* NZ3415^CM^, and *ΔnapA3::cat*  =  *L. plantarum* NZ3416^CM^. * *P-value* <0.05, ** *P-value* <0.01 compared with wild type (wt). Representative of two independent experiments, data presented are averages of technical sextuplicates (+ standard deviation).

Pbp2A is annotated as a penicillin-binding protein involved in peptidoglycan biosynthesis, Lp_1669 is predicted to be a transcription regulator, and NapA3 is homologous to Na^+^/H^+^ antiporters. To gain more insight in the mechanisms by which these proteins influence robustness, growth of the parental strain and the Δ*pbp2A::cat*, Δ*lp_1669::cat*, and Δ*napA3::cat* derivatives was monitored under standard- and stress-conditions. At 28°C in complex culture medium (MRS), the growth rates of the mutants did not differ from the wild-type, nor did the addition of H_2_O_2_ (1 to 5 mM), lysozyme (0.025 to 3.2 g/ml), or SDS (0.9 to 30 g/l) induce differences in growth rate of the mutants compared with the wild type strain. However, the presence of bile salts (10 to 50 mM) in the culture medium reduced the maximum growth rate of Δ*pbp2A::cat* to 20% as compared to the parental strain (data not shown). This result indicates that Pbp2A contributes to the survival capacity of *L. plantarum* in low-pH, stomach like conditions, but also improves bile tolerance, but not to tolerance to detergents in general.

The addition of NaCl to the growth medium reduced the growth rate of *ΔnapA3::cat* to 20% (400 mM) and 80% (1 M) of the wild type (data not shown). As NapA3 is a Na^+^/H^+^ antiporter which might be affected by extracellular pH, the growth of the Δ*napA3::cat* mutant was monitored under different starting pH conditions (pH 4.6 to 6.4) in the presence and absence of NaCl (300 mM). The growth rate of the mutant appeared unaltered during growth in the absence of salt. Only the presence of NaCl reduced the growth rate of *ΔnapA3::cat* under all measured conditions (data not shown). These results support a role of this function in salt tolerance, which in our experiments, appeared to be independent of the pH.

Contrary to Δ*napA3::cat* and Δ*pbp2A::cat*, a specific phenotype was not established for the transcription regulator Lp_1669. To elucidate the regulon associated with this regulator, the transcriptome profile of the NZ3417^CM^ (Δ*lp_1669*::*cat*) strain was compared to that of the wild-type strain grown in 2× CDM [17] or MRS. 

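Deletion of *lp_1669*, which encodes a predicted AraC-family transcription regulator, left its own transcript not above background in the mutant in either medium. Both RNA labels of the wild type were above background in each medium, so the *lp_1669* signal was at least 5.64-fold lower in the mutant in 2x CDM and at least 6.30-fold lower in MRS. Such a bound sets the mean normalized log2 level of the bright condition against the background floor or the dim condition's own level, whichever is higher. The cells compared were *L. plantarum* WCFS1 and NZ3417 CM, in which a chloramphenicol resistance (*cat*) cassette replaces the gene, each grown in 2x CDM, a chemically defined medium, or in MRS, a complex medium. RNA of the 4 conditions was hybridised to 4 arrays of 2 colours that form a closed loop. 1 array joined the strains in 2x CDM, 1 joined them in MRS, and 1 per strain joined the media, with every condition labelled once with Cy5 and once with Cy3. Each array held 9271 spots, of which 9170 carried probes for 3092 genes, and 3022 genes had 3 probes. The median signal over local background was 537 to 956 in the Cy5 channel and 3352 to 6426 in the Cy3 channel, and 84.5% to 87.1% of the gene spots were above background in Cy5 and 86.8% to 95.5% in Cy3. The deposited intensities were corrected for background (normexp), normalized by loess within each array and averaged over the probes of a gene. Every comparison was then fitted to all 4 arrays with limma, so that the spread of a gene is measured by how far its 4 ratios fail to close around the loop, with 1 residual degree of freedom. A dye effect of a gene cancels from each fitted comparison and stays in that spread. Fold changes are given as mutant over wild type, whereas Tables S2 and S3 give the ratio the other way round. Neither the paper nor the sample labels say whether both labels of a condition came from separate cultures, so p-values measure the spread between hybridisations, which may be technical, and the number of arrays limits the precision. Comparisons, thresholds, 20 gene lists and the rule for the named genes were chosen before the deposited data were examined. The values of Tables S2 and S3, which come from these arrays, had been seen when the rule for the named genes was written, and several lists hold genes of those tables.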

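Capsular polysaccharide genes stood out among the transcripts that were higher in the *lp_1669* mutant. Of the 41 genes of the clusters *cps1* to *cps4*, which encode the assembly and export of the capsule, 12 were over 2-fold higher in the mutant in 2x CDM, and 25 were in MRS. None of the 41 was over 2-fold lower in either medium. Of the 3051 other genes, 60 were over 2-fold higher or lower in 2x CDM and 34 in MRS. The share was larger among the capsular genes by Fisher's exact test, two-sided, with p = 4.59e-11 in 2x CDM and p = 2.49e-35 in MRS. This counts genes by fitted fold alone, and *cps2*, *cps3* and *cps4* are clusters that the study chose on these arrays, so it is not independent evidence. The test also takes genes as independent, whereas genes of a cluster moved together, so its p-values are too small. The 9 genes of *cps1* had a median log2 fold change of 0.14 in 2x CDM and -0.0049 in MRS, and the 5 *rfb* genes of dTDP-rhamnose synthesis 0.07 and 0.01. As a list, *cps1* ranked above the other genes in 2x CDM (camera, adjusted p = 0.0401, and adjusted p = 0.886 with an estimated correlation), but its median was -0.042 without the array that joins the strains in 2x CDM. With an estimated correlation camera has 1 residual degree of freedom, at which hardly any list can pass, so such values decide little. The other camera p-values, here and below, use a preset correlation of 0.01, which takes genes of a list as nearly independent. They are too small where genes of a cluster move together. The 10 genes of cell surface protein complexes, a list that also holds genes of Tables S2 and S3, had a median log2 fold change of 0.80 in 2x CDM (camera, adjusted p = 4.21e-08, and adjusted p = 0.514 with an estimated correlation) and 0.85 in MRS (adjusted p = 5.2e-10, and adjusted p = 0.467 with an estimated correlation). All 10 were above 0 in both media, but 0 of them passed when adjusted over the list alone, and 2 were not above background in the wild type in each medium (median in MRS with these at their bounds, 0.63). The median in 2x CDM was 0.48 without background correction and 1.89 from the authors' deposited value table, and in MRS it was 0.41 without the array that joins the strains there. The *ica1* gene (lp_1524), a glycosyltransferase picked after its values were seen, had a log2 fold change of 2.74 in 2x CDM and 2.46 in MRS (standard error 0.36). At an adjusted p under 0.05 and a fold over 2 or under 0.5, limma called 0 of the 3092 genes between the strains in 2x CDM (lowest adjusted p = 0.243) and 0 in MRS (lowest adjusted p = 0.558), with 107 and 111 genes at an unadjusted p under 0.05. With a trended, robust estimate of the spread it called 59 in 2x CDM, 42 of them higher in the mutant, and 45 in MRS, 36 of them higher. With each probe as its own observation it called 61 and 52, and without background correction 22 and 0. For the median gene the trended, robust estimate took the spread wholly from the other genes and not from that gene's own loop error. Probes of a gene share their hybridisations and are not replicates, so neither setting adds evidence between samples.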

The results showed that the Lp_1669-deficient strain displayed enhanced expression of genes belonging to the main functional class of cell envelope associated functions, and more specifically to its subclass of surface polysaccharides, lipopolysaccharides, and antigens. This effect of the mutation was observed independent of the medium used (fig. 8 and table S2 and S3). 

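Across all 3092 genes, the log2 fold changes of the mutant in 2x CDM and in MRS had a Pearson correlation of 0.61 and a covariance of 0.095. Both estimates share arrays, and simulated loops without any strain effect gave a correlation of 0.33 and a covariance of 0.041. Without the *cps* genes the correlation was 0.52 and the covariance 0.059, against 0.34 and 0.042 in the simulated loops. Between the arrays that join the strains directly, which share no array, the correlation was 0.04, and -0.13 without the *cps* genes, but the mutant has the opposite dye on them, so that any dye effect of a gene lowers these values. Genes are not independent replicates, so these values carry no p. By fitted fold alone, 24 genes were over 2-fold higher in the mutant in both media, where 100 simulated loops without a strain effect gave 6.96 on average and 15 at most. The simulated errors were drawn independently for each gene, whereas loop errors of neighbouring genes were correlated. The simulated counts may therefore vary too little, and 15 is not a firm limit. Over 2-fold lower in both media were 5, against 6.91 on average and 13 at most in the simulated loops. That count cannot tell whether any given gene changed, since the deleted *lp_1669* is among the 5. Of the 24, 11 were the whole *cps2* cluster and 1 was *cps4E*. The 5 that were lower in both media were *lp_1669* itself, lp_3177, *thrC*, lp_2759 and lp_2760. Of these, lp_3177 was picked after its values were seen, and *thrC* encodes threonine synthase. The paper gives *thrC* and lp_2759 as an operon, and the list used here adds lp_2760, the next locus number. The *thrC* transcript had a log2 fold change of -1.52 in 2x CDM and -1.45 in MRS (standard error 0.21), and all 3 genes of that list fell in each medium when adjusted over the list alone. The list of these 3 genes ranked below the other genes in 2x CDM (camera, adjusted p = 5.55e-07, and adjusted p = 0.514 with an estimated correlation) and in MRS (adjusted p = 9.64e-07, and adjusted p = 0.612 with an estimated correlation). Of the 4 genes for mannitol uptake and mannitol-1-phosphate dehydrogenase, 3 in 2x CDM and 2 in MRS were higher when adjusted over the list alone, with medians of 1.21 and 1.07 (camera, adjusted p = 7.07e-07 and 1.51e-07, and adjusted p = 0.514 and 0.612 with an estimated correlation). Without each array in turn, these medians ran from 1.04 to 1.65 and from 0.71 to 1.19. A fit without 1 array has no error left and returns the direct array's value unless that array is left out. Each such range, here and below, therefore holds only 2 different values.
Other groups had unlike values in the 2 media. The 10 genes of histidine synthesis had a median log2 fold change of 1.81 in 2x CDM, where all 10 passed when adjusted over the list alone (camera, adjusted p = 4.49e-19, and adjusted p = 0.514 with an estimated correlation), and of -0.09 in MRS. Without the array that joins the strains in 2x CDM the former was 1.18. The difference between the media was 1.82 (camera, adjusted p = 2.96e-19, and adjusted p = 0.615 with an estimated correlation). The MRS value was 0.74 from the authors' deposited value table, and 5 of the 10 genes, *hisG* among them, were not above background in 1 of the strains in MRS, 4 in the wild type and 1 in the mutant, so the MRS value and the difference are limited by background. The 8 pyrimidine synthesis genes had medians of -1.26 in 2x CDM, where 6 fell when adjusted over the list alone, and -0.50 in MRS, and the difference was -0.76 (camera, adjusted p = 1.91e-09, and adjusted p = 0.615 with an estimated correlation). Histidine, pyrimidine, mannitol and threonine synthase genes all stand in Tables S2 or S3, so these lists were chosen on these arrays. No single gene was called for the difference between the media by limma (lowest adjusted p = 0.999, with 76 genes at an unadjusted p under 0.05), while the trended, robust estimate of the spread called 29 and the fit with each probe as its own observation 42.

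**Figure D1:**
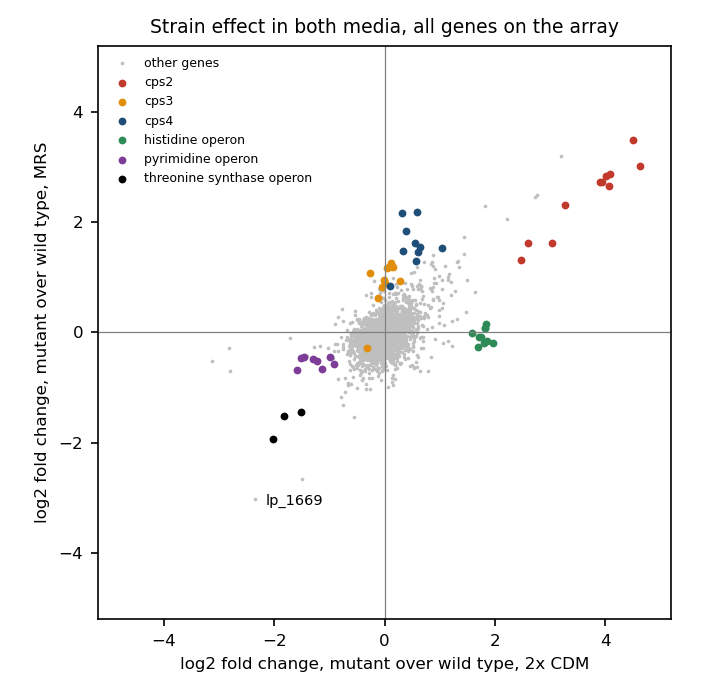
Log2 fold change of the mutant over the wild type in 2x CDM (horizontal axis) and in MRS (vertical axis), 1 point per gene, fitted to all 4 arrays. The *cps2* genes lie high on both axes, from 2.48 to 4.64 in 2x CDM and from 1.32 to 3.48 in MRS, and the histidine genes lie between 1.59 and 1.96 in 2x CDM and between -0.27 and 0.15 in MRS.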

Analysis at the individual transcript level revealed that the capsular polysaccharide (CPS) clusters *cps2*, *cps3*, and *cps4* were induced in the MRS-grown Lp_1669-deficient strain as compared to the wildtype, suggesting that the regulatory function encoded by *lp_1669* is involved, either directly or indirectly, in the regulation of CPS biosynthesis. 

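In MRS, all 11 *cps2* genes, 10 of the 11 *cps3* genes and all 10 *cps4* genes had a higher signal in the mutant. The median log2 fold change was 2.72 for *cps2* (camera, adjusted p = 7.17e-31), 0.95 for *cps3* (adjusted p = 6.23e-13) and 1.54 for *cps4* (adjusted p = 3.57e-22), each with adjusted p = 0.467 with an estimated correlation, which rests on 1 residual degree of freedom. When adjusted over the list alone, 11 of 11 *cps2* genes, 5 of 11 *cps3* genes and 9 of 10 *cps4* genes rose over 2-fold, and over all genes 0 did. The study chose these lists on these arrays, so the counts are not independent evidence of their direction. The *cps2C* gene, a putative phosphatase of the cluster, had the largest log2 fold change, 3.48 (standard error 0.40), and *cps2A*, the putative chain length regulator, had 3.01 (standard error 0.20). Along the cluster the values lay lower towards its end, at 1.62 for *cps2I* and 1.32 for *cps2K*. In *cps3*, the values ran from -0.29 for lp_1227a to 1.26 for *cps3H* (standard error 0.22), and *glf2*, which encodes UDP-galactopyranose mutase, had 0.92 (standard error 0.23). In *cps4*, the flippase gene *cps4J* had 2.17 (standard error 0.20), and *cps4A*, another putative chain length regulator, had 0.84 (standard error 0.30). From the higher expression of these 3 clusters in the mutant grown in MRS, the paper proposes that the regulator encoded by *lp_1669* takes part, directly or indirectly, in the regulation of CPS biosynthesis.

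**Figure D2:**
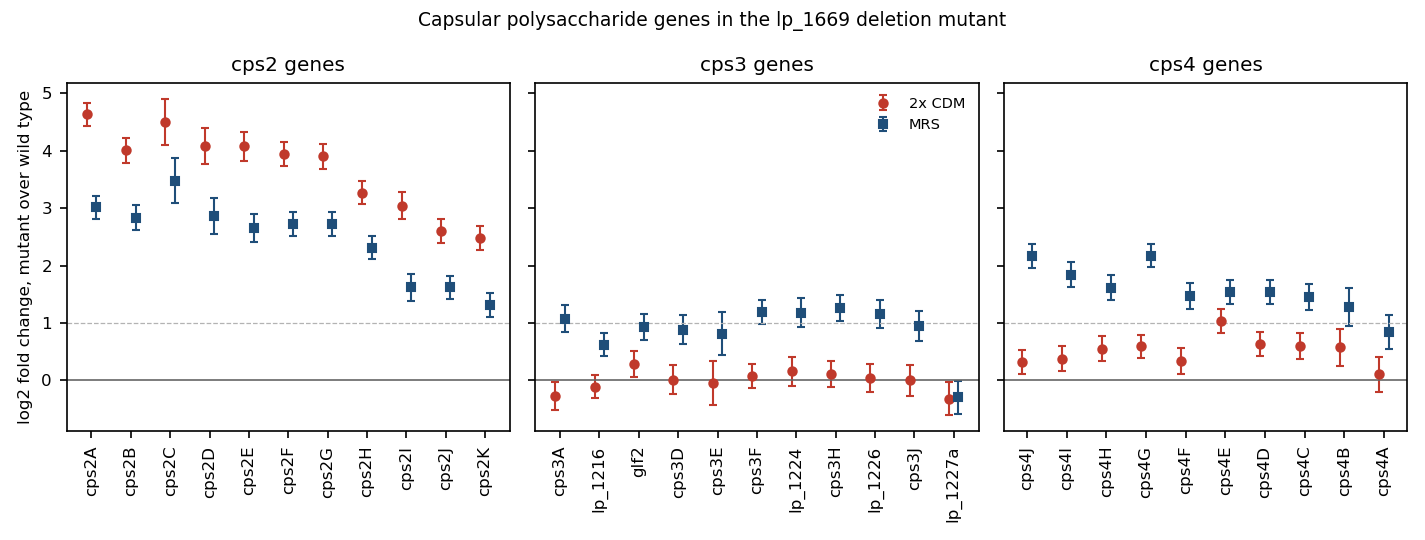
Log2 fold change of the mutant over the wild type for each gene of *cps2*, *cps3* and *cps4* in 2x CDM (circles) and MRS (squares), in the order of their locus numbers, with bars for the standard error of the fit to all 4 arrays; the dashed line marks a 2-fold higher signal. The *cps2* genes are highest in 2x CDM, with a median of 3.95, while the *cps3* genes lie around 0 there, with a median of 0.01.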

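In 2x CDM, the 11 *cps2* genes had a median log2 fold change of 3.95 in the mutant (camera, adjusted p = 1.22e-33, and adjusted p = 0.514 with an estimated correlation). All 11 rose when adjusted over the list alone, and 0 did over all genes tested. The largest was *cps2A*, at a log2 fold change of 4.64 (standard error 0.20, limma adjusted p = 0.243 over all genes and 0.000882 over the list alone), a fitted fold of 24.9. The smallest was *cps2K*, at 2.48 (standard error 0.21). All 11 were further above the wild type in 2x CDM than in MRS, with a median difference of 1.18 (camera, adjusted p = 8.57e-17, and adjusted p = 0.541 with an estimated correlation), and 8 of 11 passed for that difference when adjusted over the list alone. For *cps2A* the difference was 1.62 (standard error 0.23). In the wild type, *cps2* had a median log2 fold change between 2x CDM and MRS of 0.03. The other clusters had lower values than *cps2* in 2x CDM. The *cps3* genes had a median of 0.01, with 6 of 11 above 0, and did not rank above the other genes (camera, adjusted p = 0.965), but after median centring of each array in place of loess the median was 0.49 (adjusted p = 0.00367). All 10 *cps4* genes were above 0, with a median of 0.56 (camera, adjusted p = 7.07e-07, and adjusted p = 0.514 with an estimated correlation), and 0 of 10 passed when adjusted over the list alone. Of the *cps4* genes, 7 of 10 were above background in all 4 channels with RNA from 2x CDM, and *cps4G* was not above background in the wild type there (median 0.46 with that gene at its bound). The *cps4* median in 2x CDM was 1.61 from the authors' deposited value table, 0.21 without background correction and, in a setting chosen after the data were seen, 0.31 with flagged spots at full weight. With flagged spots left out, also chosen after the data were seen, only 1 *cps4* gene could be tested, at 0.30, and no *cps3* gene. The difference between the media was -0.95 for *cps3* (camera, adjusted p = 6.48e-13, and adjusted p = 0.541 with an estimated correlation) and -0.99 for *cps4* (adjusted p = 2.7e-15, and adjusted p = 0.541 with an estimated correlation), with 0 of 11 and 5 of 10 genes past the threshold when adjusted over the list alone. For *cps4* it was -0.19 from the deposited value table (adjusted p = 0.498).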

Notably, especially the expression of the *cps2* cluster was induced in 2× CDM grown Lp1669 deficient cells (table S2 and S3). Analysis of monosaccharide composition revealed minor changes in CPS sugar composition of the Lp_1669-deficient strain in comparison to the wild type strain (table 2). Galactosamine was only detected in the mutant strain, whereas arabinose was found only in the wild-type strain. Rhamnose and glucosamine also tended to be slightly more abundant in the wild type *L. plantarum* WCFS1. Moreover, the average molar mass of Δ*lp_1669::cat* strain-derived CPS was 1.5-fold higher compared to the wild type (Table 2). This indicates that Lp_1669 seems to be involved in subtle CPS modification, specifically in chain length determination. These observations might also (partially) explain the observed increased gastrointestinal survival of the *L. plantarum* Lp_l669-deficient strain.

**Figure 8:**
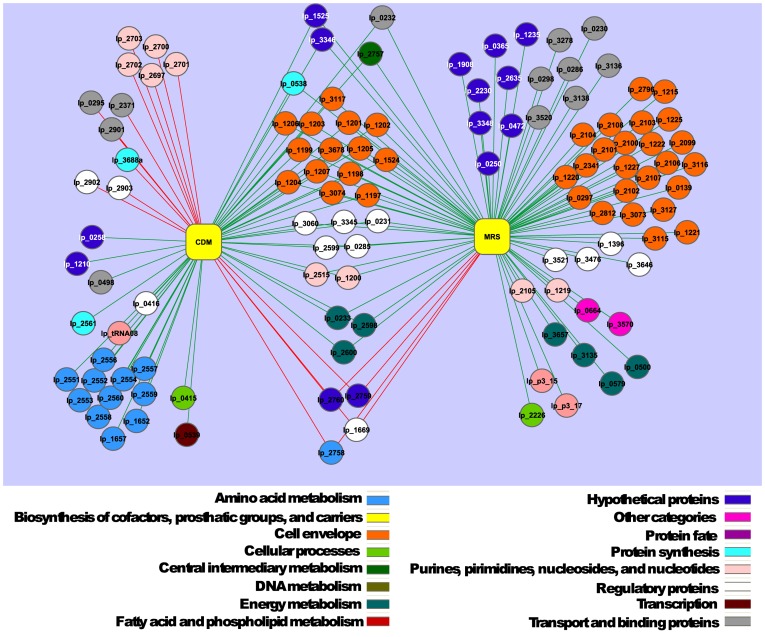
Regulatory network of Lp_1669 grown in 2× CDM or MRS. Yellow rectangle nodes represent growth in 2× CDM (left node) or in MRS (right node). Round nodes represent single genes with their corresponding lp_number, which is the number as annotated in the sequenced parental *L. plantarum* WCFS1 strain [16], green lines represent down-regulation, and red lines represent up-regulation of the gene compared to the parental strain. The colors of the round nodes represent the annotated main class. See figure S2 of the supplemented materials for the original cytoscape file.

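Outside the *cps* clusters, *spx4* (lp_3345), which encodes a regulator of the Spx family, had among the largest fitted values in the mutant, with a log2 fold change of 3.20 in both media (standard error 0.20, limma adjusted p = 0.243 in 2x CDM and 0.558 in MRS). The integral membrane protein gene lp_1525 had 2.75 in 2x CDM and 2.49 in MRS (standard error 0.22). A putative ABC transporter gene, lp_2901, had -3.13 in 2x CDM and -0.51 in MRS (standard error 0.23), a difference of -2.62 (standard error 0.27, limma adjusted p = 0.999), and in the wild type its log2 fold change from MRS to 2x CDM was 4.22. These 3 genes were picked after their values were seen. By fitted fold alone, 52 genes were over 2-fold higher and 20 over 2-fold lower in the mutant in 2x CDM, and 47 were higher and 12 lower in MRS. Of the paper's 62 genes in Table S2, 62 had the paper's direction in the fit and 56 were over 2-fold in that direction, and of its 87 genes in Table S3, 85 had the direction and 48 were over 2-fold. Those tables come from these same arrays, so the shared direction is not independent evidence. Against the paper's log ratios, the fit had a slope of 0.64 in 2x CDM and 0.41 in MRS. From the authors' deposited value table the slopes were 0.98 and 1.03, over the 57 and 77 genes with a value there. The *pbp2A* gene had a log2 fold change of 0.07 in 2x CDM and 0.25 in MRS (standard error 0.20), and *napA3* -0.00024 and 0.02 (standard error 0.29).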

**Table 2:** Molar mass and sugar composition of CPS isolated from *L. plantarum* WCFS1 and NZ3417^CM^ (*Δlp_1669::cat*).

Strain	WCFS1	*Δlp_1669::cat*
Total molar mass (kg/mol)	20 (±1.4)	30 (±1.5)
**Sugar (% of total sugars)** a		
Rhamnose	3.2	2.6
Galactosamine	ND	1.3
Arabinose	0.5	ND
Glucosamine	3.7	2.8
Galactose	12.6	12.8
Glucose	27.8	26.4
Galacturonic acid	52.3	54.1

a ND is not detected.

## Discussion

This study demonstrates that the production method, medium composition, and stage of growth strongly influenced the GI-survival efficacy of *L. plantarum* WCFS1. Combining the fermentation and survival data pinpointed to specific fermentation conditions that may enhance robustness (low salt and low pH), whereas genome association analysis of the transcriptome and survival data revealed 13 genes potentially involved in GI-survival.

As reported previously [26], cells harvested from stationary phase generally were more robust than logarithmically growing cells, and in particular, those cells displayed enhanced survival in gastric juice which overall had a dramatically larger impact on survival compared to pancreatic juice. The influence of acidity on GI-tract survival was also emphasized by the observation that lowering the gastric juice pH by as little as 0.1 unit had a pronounced impact on survival. Differences among bacterial species in their sensitivity to gastric and intestinal secretions have been observed before [27], [28], [29] and a higher sensitivity for acid than bile stress was also noted for *L. rhamnosus*, as well as for other *L. plantarum* strains [30], [31]. The finding that exposure to low pH during growth enhances GI-survival is in agreement with earlier observations that pre-adaptation to sublethal stress conditions enhances the subsequent robustness of bacteria to lethal stress conditions [9], supporting the suitability of the fermentation genomics platform and bioinformatics tools employed in this study and the accompanying paper by Bron *et al*. For salt it is known that it can protect against, but also increase susceptibility to, other stresses [32], [33]. Moreover, these results clearly establish that fermentation conditions have a major impact on the GI-tract associated stress tolerance of bacterial cultures, and that specifically mild salt stress and lower pH adaptation may elicit adaptive responses that reduce and support such stress tolerance, respectively.

Overexpression and gene deletion derivatives of the parental strain were constructed, depending on the direction of the predicted correlation to GI-tract survival and aiming to enhance this trait. Three of the five constructed gene deletion derivatives displayed enhanced GI-tract survival, confirming the predicted role of the targeted genes. By contrast, none of the overexpression derivatives displayed improved robustness behavior in the GI-tract assay, and all had survival characteristics that were virtually identical to those of the parental strain. A possible explanation for these observations may be found in the potential disruption of a gene-regulatory network by the deletion of a single gene in that network, while overexpression of a single element from a complementary gene-function network may not provide the same effect as the enhanced expression of all elements in the network. The fact that 3 out of 5 gene deletion derivatives displayed enhanced survival is in line with earlier observations [21], [22], [23] and can be explained by the fact that the random forest algorithm also leads to the identification of non-causal relationships, reiterating the importance of follow-up mutagenesis approaches to establish a definite role for candidate biomarkers identified with this algorithm.

The 3 genes for which the importance in GI-tract survival could be confirmed by gene deletion encode a AraC family regulator (Lp_1669), a Na^+^/H^+^ antiporter; NapA3, and a penicillin binding protein; Pbp2A. Notably, all three proteins are associated with cell wall modification and transport, and their mutation may lead to cell envelope modulation. This finding per se, may not be qualified as surprising, because the cell envelope is the first line of defense against stresses [34]. Moreover, the resistance to acid and adaptation to bile stress in *L. plantarum* WCFS1 has been associated with membrane integrity and cell envelope modifications, respectively [35], [36]. The AraC family of regulators to which Lp_1669 belongs [16] is characterized by transcriptional regulators that act mostly as activators. However, in some cases these regulators serve as repressors of transcription or as both activators and repressors [37]. The observed effect of Lp_1669 on GI-tract survival is likely to be indirect, possibly via CPS remodeling, because the Lp_1669-deficient strain had CPS with a higher molar mass that might result in a thicker CPS layer around the cells. It has been demonstrated that the presence of EPS/CPS improved the *in vivo* GI survival of *L. rhamnosus* GG [38]. The Na^+^/H^+^ antiporter NapA3 might affect GI survival via a role in pH homeostasis. Because disruption of *napA3* improved GI-tract survival, it seems likely that NapA3 exports sodium ions associated with the influx of protons, thereby decreasing its internal pH and proton motive force due to the acid stomach conditions. This is also in line with our observation that the gene deletion derivative is only reduced during growth in the presence of sodium salts. Finally, *pbp2A* encodes the penicillin binding protein 2A which is annotated to be involved in peptidoglycan biosynthesis [16]. Disruption of *pbp2A* improved the acid stomach condition survival, while it decreased the growth rate in the presence of bile. Noteworthy in this respect is the finding that the compositions of peptidoglycan directly affects the integrity of the cells and can influence the acid- and bile-tolerance [9], [39], [40], [41]. Moreover, transcriptome analysis of *L. acidophilus* NCFM and *L. plantarum* WCFS1 demonstrated that many genes related to cell membrane and peptidoglycan biosynthesis displayed altered expression profiles during exposure to bile [39], [42]. An increased acid sensitivity by the inactivation of penicillin binding proteins is found in *Lactococcus lactis* and *L. reuteri* [9], [40]. However, we found the deletion of *pbp2A* improves the GI-tract survival, which suggests that disruptions in peptidoglycan biosynthesis genes could either improve or decrease the survival of probiotics, reiterating the general concept of subtle inter-strain and species differences in survival mechanisms.

In conclusion, this study demonstrated that fermentation conditions have a large influence on the GI-tract survival of *L. plantarum*. We showed that transcriptome-trait matching enables the identification of genetic loci involved in gastrointestinal robustness and this approach can also be employed to rationally design fermentation and process conditions that aim for the production of probiotics with improved GI survival and consequently have a higher potential to achieve their desired health-beneficial effects on the consumer.

## Materials and Methods

### GI-tract Assay and Correlation to Transcriptome Data

Cells were harvested from the fermentation-genomics platform at OD_600_ = 1.0 for full-genome transcriptome profiling (see accompanying paper by Bron *et* al.), while the GI-tract survival was determined in the same cells, as well as in cells that were harvested 25 h after inoculation. One set of fermentations (F19–F24, see accompanying paper by Bron *et al.*) was excluded from the data analysis as the GI-tract survival data appeared unreliable, likely caused by minor deviations in the pH of the batch of GJ applied which is known to heavily influence GI survival. For GI-tract survival analysis, cultures were washed with prewarmed (37°C) PBS and resuspended in prewarmed (37°C) filter sterilized gastric juice [53 mM NaCl, 15 mM KCl, 5 mM Na_2_CO_3_, 1 mM CaCl_2_, 0.1 mg ml^−1^ lipase (Fluka; derived from *Aspergillus niger*), and 1.2 mg ml^−1^ pepsin (Sigma; derived from porcine) that had a pH adjusted to 2.4 with HCl (logarithmic cells) or 2.3 (stationary cells)]. The gastric juice enzymes were added immediately prior to the treatment. After 60 min incubation while rotating at 10 rpm in a Hybridization oven/shaker (Amersham pharmacia biotech, Little Chalfont, UK) at 37°C, the cultures were neutralized to pH 6.5 with 0.5 M NaHCO_3_, and prewarmed (37°C) pancreatic juice [85 mM NaCl, 5 mM KH_2_PO_4_, 2 mM Na_2_HPO_4_, 10 mM NaHCO_3_, 30 mg ml^−1^ pancreatin (Sigma; derived from porcine stomach) and bile acid mixture (latter two components were added fresh to pancreatic juice immediately prior to the treatment)] was added, followed by continued incubation for another 60 min (agitation at 10 rpm, 37°C). The bile acid mixture consisted of 3.0 mM (final concentration in assay) sodium glycocholate hydrate, 1.3 mM sodium glycodeoxycholate, 2.4 mM sodium glycochenodeoxycholate, 1.0 mM taurocholic acid sodium salt hydrate, 0.4 mM sodium taurodeoxycholate hydrate and 1.0 mM sodium taurochenodeoxycholate to mimic human bile components and concentrations [43]. Preceding and during GI-tract assay incubation (t = 0, 20, 40, 60, 90, and 120), samples were taken for colony forming unit (CFU) enumeration by spot-plating [44]. A reduction of 8 logs could be detected with this method. Relative GI-tract survival of the different cultures was expressed as the fraction of the corresponding input numbers of viable cells (t = 0 was set at 1.00). The transcriptome and GI-tract survival data are available in FermDB (www.cmbi.ru.nl/fermdb).

The initial list of genes predicted by the random forest algorithm [45] (see the accompanying paper by Bron *et al*. for details on correlation analyses) to be associated with GI-tract survival was further refined by application of several selection criteria that are based on transcript ranking. Firstly, only transcripts with an importance factor higher than 1 according to the random forest algorithm were selected for further analysis. Secondly, the quantitative correlation of individual transcripts with the survival rate observed in individual cultures was evaluated, selecting those transcripts (genes) that had the highest quantitative correlation with survival (expressed in R^2^ in table S1, see figure 5 for two examples). Lastly, genes encoding prophage associated functions that are typically hypervariable among *L. plantarum* strains were discarded [13], [20]. The remaining transcripts and their associated genes (table 1) were considered to have the strongest correlation with the measured gastric juice tolerance and were therefore selected for validation by gene deletion or overexpression.

### Deletion Mutant Construction

Gene deletion mutants were constructed using the mutagenesis vector pNZ5319 according to Lambert et al. [19]. The *L. plantarum* WCFS1 *pbp2A, lp_1669, lp_1818, pacL3,* and *napA3* genes were replaced with a *lox66*-P_32_-*cat-lox71* cassette resulting in strains NZ3412^CM^ (Δ*pbp2A::cat*), NZ3417^CM^ (Δ*lp_1669::cat*), NZ3414^CM^ (Δ*lp_1817::cat*), NZ3415^CM^ (Δ*pacL::cat*), and NZ3416^CM^ (Δ*napA3::cat*), respectively. Primer sequences used to construct the gene-targeted knock-out vectors for *L. plantarum* WCFS1 are provided in table S4. In short, upstream and downstream flanking regions (left flank, LF; right flank, RF, respectively) of the target genes (i.e., *pbp2A, lp_1669, lp_1817, pacL3,* and *napA3*) were amplified with primer pair combinations as listed in table S5. Primers at the 3′-end of the upstream and 5′-end of the downstream flanking regions (A3, A4, B3, B4, C3, C4, D3, D4, E3, and E4 ) were extended with an overlap-sequence complementary to the 5′ and 3′ end of the *lox66*-P_32_-*cat-lox71* cassette (amplified with primers I and J [46]), to enable knock-out construction by a Splicing by overlap extension (SOE) PCR [47] with primer pairs as listed in table S5. The obtained (SOE-ing) amplicons were blunt-ligated into *Ecl*136II-*Swa*I digested pNZ5319 [19] resulting in plasmids pNZ3412, pNZ3417, pNZ3414, pNZ3415, and pNZ3416 (see table 3). *Escherichia coli* was used as an intermediate cloning host and after introduction of the mutagenesis plasmids into competent *L. plantarum* WCFS1, cells were plated on MRS containing 10 µg ml^−1^ chloramphenicol. After 48 h, grown colonies were plated on MRS with and without 30 µg ml^−1^ erythromycin. Colonies from each mutant displaying the anticipated erythromycin sensitive phenotype were selected for colony-PCR using primer pairs as listed in table S5. Mutant colonies with the expected genetic organization were selected for each of the knock-out target loci; NZ3412^CM^ (Δ*pbp2A::cat*), NZ3417^CM^ (Δ*lp_1669::cat*), NZ3414^CM^ (Δ*lp_1817::cat*), NZ3415^CM^ (Δ*pacL::cat*) and NZ3416^CM^ (Δ*napA3::cat*). The *L. plantarum* WCFS1 *pbp2A* plus *napA3* and *napA3* plus *lp_1669* double-mutants were constructed in the NZ3412^CM^ (Δ*pbp2A::cat*) and NZ3416^CM^ (Δ*napA3::cat*) background, respectively, in a two-step procedure. Firstly, strains NZ3412 (Δ*pbp2A*) and NZ3416 (Δ*napA3*) were constructed by excision of the *lox66*-P_32_-*cat-lox71* cassette by transient expression of the Cre resolvase enzyme from pNZ5348 according to methods described by Lambert et al. [19]. In these deletion mutant strains, pNZ3416 and pNZ3417 were introduced and double mutant strains were selected using the approach described above, resulting in the isolation of strains NZ3419^CM^ (Δ*pbp2A-*Δ*napA3::cat*) and NZ3418^CM^ (Δ*napA3-*Δ*lp_1669::cat*), respectively (table 3).

**Table 3:** Strains and plasmids used in this study.

Strain or plasmid	Relevant feature(s)^a^	Reference
**Strains**		
*L. plantarum*		
WCFS1	Single-colony isolate of *L. plantarum* NCIMB8826	[16]
NZ3412^CM^	Derivative of WCFS1 containing a *lox66*-P32-cat-*lox71* replacement of *pbp2A* (Δ*pbp2A::cat*)	This work
NZ3412	Derivative of WCFS1 containing a *lox72* replacement of *pbp2A* (Δ*pbp2A*)	This work
NZ3417^CM^	Derivative of WCFS1 containing a *lox66*-P32-cat-*lox71* replacement of *lp_1669* (Δ*lp_1669::cat*)	This work
NZ3414^CM^	Derivative of WCFS1 containing a *lox66*-P32-cat-*lox71* replacement of *lp_1817* (Δ *lp_1817::cat*)	This work
NZ3415^CM^	Derivative of WCFS1 containing a *lox66*-P32-cat-*lox71* replacement of *pacL3* (Δ *pacL3::cat*)	This work
NZ3416^CM^	Derivative of WCFS1 containing a *lox66*-P32-cat-*lox71* replacement of *napA3* (Δ*napA3::cat*)	This work
NZ3416	Derivative of WCFS1 containing a *lox72* replacement of *napA3* (Δ*napA3*)	This work
NZ3419^CM^	Derivative of NZ3412 containing a *lox66*-P32-cat-*lox71* replacement of *napA3* (Δ*pbp2A*-Δ*napA3::cat*)	This work
NZ3418^CM^	Derivative of NZ3416 containing a *lox66*-P32-cat-*lox71* replacement of *napA3* (*ΔnapA3*-Δ*lp_1669::cat*)	This work
SIP411	Derivative of WCFS1 harboring the pSIP411 plasmid	This work
SIP411B	Derivative of WCFS1 harboring the pSIP411B plasmid (empty vector)	This work
NZ3430	Derivative of WCFS1 harboring the pNZ3430 plasmid (over-*lp_1357*)	This work
NZ3431	Derivative of WCFS1 harboring the pNZ3431 plasmid (over-*hicD3*)	This work
NZ3432	Derivative of WCFS1 harboring the pNZ3432 plasmid (over-*thrC* and *lp_2759*)	This work
NZ3433	Derivative of WCFS1 harboring the pNZ3433 plasmid (over-*lp_0148∼0150*)	This work
NZ7021	Derivative of WCFS1 harboring the pNZ2021 plasmid (empty vector)	[24]
NZ7026	Derivative of WCFS1 harboring the pNZ2026 plasmid (over-*folB, folP, folk, folE, xtp2,* and *folC2*)	[24]
*E. coli*		
TOP-10	Cloning host; F- *mcrA* Δ(*mrr*-*hsdRMS*-*mcrBC*) φ80*lacZ*Δ*M15* Δ*lacX74 nupG recA1 araD139* Δ(*ara-leu*)*7697 galE15 galK16 rpsL*(Str^r^) *endA1* λ^-^	Invitrogen
MC1061	Cloning host; *araD139* Δ(*araA-leu*)7697 Δl*acX74 galK16 galE15*(*GalS*) λ^-^ *e14^-^ mcrA0 relA1 rpsL150*(str^r^)*spoT1 mcrB1 hsdR2*	[55]
**Plasmids**		
pNZ5319	Cm^r^ Em^r^; for multiple gene replacements in Gram-positive bacteria	[19]
pNZ3412	Cm^r^ Em^r^; pNZ5319 derivative containing homologous regions up- and downstream of WCFS1 *pbp2A*	This work
pNZ3417	Cm^r^ Em^r^; pNZ5319 derivative containing homologous regions up- and downstream of WCFS1 *lp_1669*	This work
pNZ3414	Cm^r^ Em^r^; pNZ5319 derivative containing homologous regions up- and downstream of WCFS1 *lp_1817*	This work
pNZ3415	Cm^r^ Em^r^; pNZ5319 derivative containing homologous regions up- and downstream of WCFS1 *pacL3*	This work
pNZ3416	Cm^r^ Em^r^; pNZ5319 derivative containing homologous regions up- and downstream of WCFS1 *napA3*	This work
pSIP411	Em^r^; cloning vector	[48]
pSIP411B	Em^r^; pSIP11 derivative without the *gusA* gene (empty vector)	This work
pNZ3430	Em^r^; pSIP411 derivative containing the *lp_1357* gene of WCFS1	This work
pNZ3431	Em^r^; pSIP411 derivative containing the *hicD3* gene of WCFS1	This work
pNZ3432	Em^r^; pSIP411 derivative containing the *thrC* and *lp_2759* operon of WCFS1	This work
pNZ3433	Em^r^; pSIP411 derivative containing the *lp_0148∼0150* operon of WCFS1	This work
pNZ7021	Cm^r^; (empty vector)	[24]
pNZ7026	Cm^r^; pNZ7021 derivative containing the *folB, folP, folk, folE, xtp2,* and *folC2* gene cluster of WCFS1	[24]
pNZ5348	Em^r^; containing *cre* under the control of the *pcrA* (*lp_1144*) promoter	[19]

a Str^r^, streptomycin resistant; Cm^r^ chloramphenicol resistant; Em^r^, erythromycin resistant.

### Overexpression Mutant Construction and SDS-PAGE Analysis

Gene overexpression mutants were constructed using the expression vector pSIP411 [48]. For the candidate genes selected for overexpression that were part of a predicted operon [49], the whole operon was cloned in the sakacin induction vector (table 1). Primers were designed (table S5) to introduce a restriction enzyme site for cloning the target gene(s) into the expression vector pSIP411 at the *Nco*I site. The *lp_1357* and *thrC+lp_2759* overexpression mutants were designed with *BspH*I site, which has compatible ends with *Nco*I site. The target gene(s) were amplified by PCR using corresponding primers for each mutant (F1/F2, G1/G2, H1/H2 and I1/I2 for *lp_1357, lp_2349, thrC+lp_2759*, and *lp_0148∼0150* mutants, respectively). The reactions were carried out with KOD polymerase (Novagen, Darmstadt, Germany) according to the instructions of the manufacturer. The purified PCR products were digested by restriction enzymes (Invitrogen, Molecular probes, Inc, USA) for which sites were introduced in the primers (see table S4) and cloned in *Nco*I-*Sma*I digested pSIP411. Ligation mixtures were transformed to *E. coli*, and re-isolated from primary transformants. Correctly assembled overexpression plasmids were identified by PCR, restriction and sequence analysis. Re-isolated plasmids were propagated into *L. plantarum* WCFS1 and transformants were selected on MRS containing 30 µg·ml^−1^ erythromycin (table 3).

For protein analysis of the overexpression mutants, the induction and sample preparation procedures were modified from the description by Sørvig et al. [48]. The 19-amino-acid inducing peptide (of Met-Ala-Gly-Asn-Ser-Ser-Asn-Phe-Ile-His-Lys-Ile-Lys-Gln-Ile-Phe-Thr-His-Arg [50]) was custom-synthesized by BACHEM (Budendorf, Switzerland). The inducing peptide was dissolved in degassed water, as recommended by BACHEM to avoid oxidation of the peptides. The overnight cultures of the overexpression strains were diluted 50-fold and then incubated at 37°C. After OD_600_ had reached 0.3, the inducing peptide was added to the cultures at varying concentrations of 0, 0.1, 1, 10, and 50 ng/ml. Incubation was continued at 37°C for another 4 h until the OD_600_ had reached approximately 1.8. Bacterial cells were collected by centrifugation at 5,200×*g* for 10 min, followed by resuspension of the cell pellet in 50 mM Sodium-phosphate buffer pH 7. The cells were disrupted with 1 g zirconium beads by using a FastPrep™ (Qbiogene Inc, Cedex, France). After the disruption, the samples were centrifuged 5 min at 20,800×*g* to obtain cell-free extracts for analysis by SDS-PAGE.

### DNA Microarray Analysis and Data Visualization

DNA microarray analysis were performed to compare global transcriptome profiles of NZ3417^CM^ (Δ*lp_1669::cat*) and the wild-type. RNA isolation from *L. plantarum*, subsequent cDNA synthesis and indirect labeling, as well as DNA microarray hybridizations were performed as described in the accompanying paper by Bron *et al*. The hybridization scheme is presented in figure S3. Genes of the Lp_1669 regulon with FDR-adjusted p-values less than 0.05 together with a fold-change higher than 2.0 or lower than 0.5 were considered to be significantly differently expressed. All microarray data is MIAME compliant and is available in the GEO database under accession number GSE31254. The biomolecular interaction network of the Lp_1669 regulon in 2× CDM and MRS was visualised using the Cytoscape software (version 2.8.1) [51], and the Biological Networks Gene Ontology (BiNGO) tool [52] was employed to detect significantly overrepresented categories in the regulon of Lp_1669. See the accompanying paper by Bron *et al*. for details.

### Phenotypic Assays of Mutant Strains

Gene deletion mutants were analyzed for their gastrointestinal survival characteristics in a procedure identical to that described for the wild-type (see above). To evaluate the relative GI-tract survival of the overexpression mutants, the mutant strain SIP411B (empty vector) and the overexpression mutants were sakacin-induced (50 ng/ml) (see above). Additionally, to measure the relative GI-tract survival of the folate overexpression strain, strains NZ7021 (empty vector) and NZ7026 (folate overproducing strain) [25] were inoculated at OD_600_ = 0.1 in MRS containing 80 mg/ml chloramphenicol and 0 or 10 mg/ml *p*-aminobenzoic acid (*p*ABA) according to Wegkamp et al. [24], grown at 37°C until OD_600_ was 1.0, and subjected to the GI-tract survival assay. To evaluate relative growth efficiency of the deletion mutants, the parental strain (WCFS1) and mutant strains NZ3412^CM^ (Δ*pbp2A::cat*), NZ3417^CM^ (Δ*lp_1669::cat*), and NZ3416^CM^ (Δ*napA3::cat*) were inoculated at OD_600_ = 0.1 in 96-wells plates and incubated in MRS broth at 28°C. OD_600_ of the cultures was monitored spectophotometrically (GENios, Tecan Austria GmbH, Grödig, Austria).

### Capsular Polysaccharide Isolation and Determination

Capsular polysaccharide (CPS) was purified and chain lengths and sugar composition were determined essentially as described before [53]. Briefly, 500 ml cultures of *L. plantarum* WCFS1 and NZ3417^CM^ (Δ*lp_1669::cat*) were grown in 2× CDM at 37°C until stationary phase (25 h). After 1 h incubation at 55°C, the cells were separated from the CPS containing growth medium by centrifugation for 15 min (6000×*g*) and to prevent overgrowth during dialysis, erythromicine was added to the supernatant to a final concentration of 10 µg/ml. A dialyzing tube 12–1400 Da (Fisher Scientific) was prepared by boiling twice 2% NaHCO_3_/2 mM EDTA, and once in reverse osmosis water. After overnight dialysis against running tap water followed by 4 h dialysis using reverse osmosis water, the samples were freeze-dried and stored at −20°C until further analysis.

The samples were dissolved in eluent (100 mM NaNO_3_+0.02% NaN_3_), filtered over 0.2 µm, and placed in a thermally controlled sample holder at 10°C and 200 µl was injected (model 231 Bio, Gilson) on the columns connected in series and remained at 35°C with a temperature control module (Waters, Milford, USA) to perform size exclusion chromatography (SEC) [TSK gel PWXL guard column, 6.0 mm×4.0 cm, TSK gel G6000 PWXL analytical column, 7.8 mm×30 cm, 13.0 µm and TSK gel G5000 PWXL analytical column, 7.8 mm×30 cm, 10 µm (TosoHaas, King of Prussio, USA)]. Light scattering was measured at 632.8 nm at 15 angles between 32° and 144° (DAWN DSP-F, Wyatt Technologies, Santa Barbara, USA). UV absorption was measured at 280 nm (CD-1595, Jasco, de Meern, The Netherlands) to detect proteins. The specific viscosity was measured with a viscosity detector (ViscoStar, Wyatt Technologies, Santa Barbara, USA) at 35°C and sample concentration was measured by refractive index detection, held at a fixed temperature of 35°C (ERC-7510, Erma Optical Works, Tokyo, Japan).

During the analysis with SEC the polysaccharide peak was collected (2 min×0.5 mL/min  = 1 mL). The acid hydrolyses of the collected polysaccharide was carried out for 75 min at 120°C with 2 M trifluoro acetic acid under nitrogen. Following hydrolyses, the solutions were dried overnight under vacuum and dissolved in water. High Performance Anion Exchange Chromatography with Pulsed Amperometric Detection (HPAEC-PAD) on a gold electrode was used for the quantitative analyses of the monosaccharides rhamnose, galactosamine, arabinose, glucosamine, galactose, glucose, mannose, xylose, galacturonic acid, and glucuronic acid. The analyses were performed with a 600E System controller pump (Waters, Milford, USA) with a helium degassing unit and a model 400 EC detector (EG&G, Albuquerque, USA). With a 717 autosampler (Waters, Milford, USA), 20 µl of the sample was injected on a Dionex Carbopac PA-1, 250×4 mm (10–32), column thermostated at 30°C. The monosaccharides were eluted at a flow rate of 1.0 mL/min. The monosaccharides were eluted isocratic with 16 mM sodium hydroxide, followed by the elution of the acid monosaccharides starting at 20 min with a linear gradient to 200 mM sodium hydroxide +500 mM sodium acetate in 20 minutes. Data analysis was done with Dionex Chromeleon software version 6.80. Quantitative analyses were carried out using standard solutions of the monosaccharides (Sigma-Aldrich, St. Louis, USA).

## Supporting Information

Figure S1 **SDS-PAGE of cell-free extracts logarithmic** ***L. plantarum*** **strains overexpressing** ***hicD3*** **(** ***lp_2349*** **) and overexpressing** ***thrC*** **(** ***lp_2758*** **) and** ***lp_2759*** **.** The arrows indicate protein bands increasing with increasing amounts of Sakacin P (inducing peptide, IP). Empty vector  =  pSIP411B. *L. plantarum* harboring pNZ3431 (over*-hicD3*), and pNZ3432 (over*-thrC*+*lp_2759*). Marker sizes are indicated in kDalton (kDa).
(TIF)

Figure S2 **Cytoscape version of** **figure 8** **; regulatory network of Lp_1669 grown in 2× CDM or MRS.** Yellow rectangle nodes represent growth in 2× CDM (left node) or in MRS (right node). Round nodes represent single genes with their corresponding lp_number, which is the number as annotated in the sequenced parental *L. plantarum* WCFS1 strain [16], green lines represent down-regulation, and red lines represent up-regulation of the gene compared to the parental strain. The colors of the round nodes represent the annotated main class.
(CYS)

Figure S3 **Lp_1669 regulon hybridization scheme.** Tail and head of the arrow represent Cy3 and Cy5 labeling, respectively.
(TIF)

Table S1 **Candidate genes associated with GI-tract survival of** ***L. plantarum*** **WCFS1.**
(DOCX)

Table S2 **Differentially regulated genes in NZ3417^CM^ (Δ** ***lp_1669::cat*** **) grown in 2× CDM.**
(DOCX)

Table S3 **Differentially regulated genes in NZ3417^CM^ (Δ** ***lp_1669::cat*** **) grown in MRS.**
(DOCX)

Table S4 **Primers used in this study.**
(DOCX)

Table S5 **Primer pair combinations used for LF and RF amplification and for the SOE step of the deletion mutants.**
(DOCX)

Table S6 **Primer pair combinations used for each deletion mutant to confirm the correct integration in the genome.**
(DOCX)

# Supplementary material for: Modulation of Lactobacillus plantarum Gastrointestinal Robustness by Fermentation Conditions Enables Identification of Bacterial Robustness Markers
**Source:** PLoS One. 2012 Jul 3;7(7):e39053. doi: 10.1371/journal.pone.0039053
**Supplement:** Table S1 — Candidate genes associated with GI-tract survival of L. plantarum WCFS1.

Supplementary table 1. **Candidate genes associated with GI-tract survival of *L. plantarum* WCFS1.**

| ORF^a^ | name | function | Subcellular localization prediction^b^ | Correlation with high survival^c^ | R^2d^ | Importance^e^ | KO / over^f^ | Strain^g^ |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| lp_0148 | *lp_0148* | ABC transporter, permease protein, Cobalt (or cobalamine) | Multi-transmembrane | + | 0.523 | 1.156 | over | pNZ3433^h^ |
| lp_0149 | *lp_0149* | ABC transporter, ATP-binding protein, Cobalt (or cobalamine) | Intracellular | + | 0.634 | 1.977 | over | pNZ3433^h^ |
| lp_0217 | *lp_0217* | ABC transporter, permease protein | Multi-transmembrane | - | 0.626 | 2.268 |  |  |
| lp_0315 | *potD* | spermidine/putrescine ABC transporter, substrate binding protein | N-terminally anchored (No CS) | + | 0.348 | 1.001 |  |  |
| lp_0332 | *lp_0332* | extracellular protein (putative) | N-terminally anchored (No CS) | + | 0.555 | 1.001 |  |  |
| lp_0404 | *plnL* | immunity protein PlnL | Multi-transmembrane | + | 0.415 | 1.001 |  |  |
| lp_0415 | *plnA* | plantaricin A precursor peptide, induction factor | Secreted via minor pathways (no CS) | + | 0.147 | 1.001 |  |  |
| lp_0490 | *lp_0490* | unknown | Intracellular | + | 0.155 | 1.001 |  |  |
| lp_0625 | *lp_0625* | prophage P1 protein 2, mitogenic factor, cell surface lipoprotein | Lipid anchored | + | 0.499 | 1.443 |  |  |
| lp_0630 | *lp_0630* | prophage P1 protein 7 | Intracellular | + | 0.498 | 1.001 |  |  |
| lp_0820 | *glmM* | phosphoglucosamine mutase | Intracellular | + | 0.345 | 1.001 |  |  |
| lp_0869 | *lp_0869* | extracellular protein | Secretory (released) (with CS) | - | 0.257 | 1.001 |  |  |
| lp_1188 | *rfbC* | dTDP-4-dehydrorhamnose 3,5-epimerase | Intracellular | + | 0.290 | 1.001 |  |  |
| lp_1189 | *rfbB* | dTDP-glucose 4,6-dehydratase | Intracellular | + | 0.302 | 1.001 |  |  |
| lp_1357 | *lp_1357* | extracellular protein, membrane-anchored (putative) | N-terminally anchored (No CS) | + | 0.233 | 1.001 | over | pNZ3430 |
| lp_1413 | *pbp2A* | transpeptidase-transglycosylase (penicillin binding protein 2A) | N-terminally anchored (No CS) | - | 0.702 | 1.832 | KO | NZ3412^CM^ |
| lp_1515 | *infC* | translation initiation factor IF-3 | Intracellular | - | 0.043 | 1.119 |  |  |
| lp_1562 | *udk* | uridine kinase | Intracellular | + | 0.346 | 1.156 |  |  |
| lp_1669 | *lp_1669* | transcription regulator, AraC family | Intracellular | - | 0.601 | 1.156 | KO | NZ3417^CM^ |
| lp_1817 | *lp_1817* | ribitol-5-phosphate 2-dehydrogenase (putative) | Intracellular | - | 0.378 | 1.156 | KO | NZ3414^CM^ |
| lp_1838 | *lp_1838* | transcription regulator, LysR family | Intracellular | - | 0.009 | 1.092 |  |  |
| lp_1958 | *lp_1958* | acetoin ABC transporter, ATP-binding protein | Intracellular | - | 0.550 | 1.092 |  |  |
| lp_2349 | *hicD3* | L-2-hydroxyisocaproate dehydrogenase | Intracellular | + | 0.441 | 1.001 | over | pNZ3431 |
| lp_2451 | *lp_2451* | prophage P2a protein 6; endonuclease | Intracellular | + | 0.727 | 1.156 |  |  |
| lp_2643 | *lplA1* | lipoate-protein ligase | Intracellular | + | 0.411 | 1.001 |  |  |
| lp_2651 | *lp_2651* | transcription regulator, GntR family | Intracellular | - | 0.334 | 1.001 |  |  |
| lp_2758 | *thrC* | threonine synthase | Intracellular | + | 0.714 | 1.227 | over | pNZ3432 ^i^ |
| lp_2761 | *lp_2761* | O-acetyltransferase | Intracellular | + | 0.432 | 1.688 |  |  |
| lp_2827 | *napA3* | Na(+)/H(+) antiporter | Multi-transmembrane | - | 0.686 | 1.503 | KO | NZ3416^CM^ |
| lp_2960 | *lp_2960* | acyltransferase (putative) |  | + | 0.308 | 1.001 |  |  |
| lp_3019 | *lp_3019* | extracellular protein (putative) | N-terminally anchored (No CS) | - | 0.170 | 1.001 |  |  |
| lp_3296 | *folC2* | folylpolyglutamate synthase / dihydrofolate synthase | Intracellular | + | 0.432 | 1.081 | over | pNZ7026^j^ |
| lp_3297 | *folE* | GTP cyclohydrolase I | Intracellular | + | 0.554 | 1.356 | over | pNZ7026^j^ |
| lp_3299 | *folB* | dihydroneopterin aldolase | Intracellular | + | 0.638 | 1.772 | over | pNZ7026^j^ |
| lp_3398 | *pacL3* | cation transporting P-type ATPase | Multi-transmembrane | - | 0.474 | 1.790 | KO | NZ3415^CM^ |
| lp_3493 | *aroC2* | 3-dehydroquinate dehydratase | Intracellular | + | 0.025 | 1.260 |  |  |
| lp_3661 | *rbsR* | transcription regulator, LacI family, ribose | Intracellular | + | 0.197 | 1.417 |  |  |

a ORF, open reading frame.

b Subcellular localization prediction according to LocateP [Zhou M, Boekhorst J, Francke C, Siezen RJ (2008) LocateP: genome-scale subcellular-location predictor for bacterial proteins. BMC Bioinformatics 9: 173.]

c +, positive correlation; -, negative correlation.

d R^2^ based on linear regression of transcript intensity and GI-tract survival of the eight best and eight worst surviving cultures (see fig 2).

e Importance according to random forest [3].

f KO, knock out; over, overexpression.

g *L. plantarum* KO strains with NZ number or *L. plantarum* strains harboring plasmids (pNZ number).

h pNZ3433 contains *lp­_0148*, *lp­_0149*, and *lp­_0150*.

i pNZ3432 contains *thrC* and *lp_2759*.

j pNZ7026 contains *folB*-*folK*-*folE*-*folC2*-*xtp2*-*folP*.

# Supplementary material for: Modulation of Lactobacillus plantarum Gastrointestinal Robustness by Fermentation Conditions Enables Identification of Bacterial Robustness Markers
**Source:** PLoS One. 2012 Jul 3;7(7):e39053. doi: 10.1371/journal.pone.0039053
**Supplement:** Table S2 — Differentially regulated genes in NZ3417CM (Δ lp_1669::cat ) grown in 2× CDM.

Supplementary table 2. **Differentially regulated genes in NZ3417^CM^ (Δ*lp_1669::cat*) grown in 2**× **CDM.**

# Supplementary material for: Modulation of Lactobacillus plantarum Gastrointestinal Robustness by Fermentation Conditions Enables Identification of Bacterial Robustness Markers
**Source:** PLoS One. 2012 Jul 3;7(7):e39053. doi: 10.1371/journal.pone.0039053
**Supplement:** Table S3 — Differentially regulated genes in NZ3417CM (Δ lp_1669::cat ) grown in MRS.

Supplementary table 3. **Differentially regulated genes in NZ3417^CM^ (Δ*lp_1669::cat*) grown in** **MRS.**

# Supplementary material for: Modulation of Lactobacillus plantarum Gastrointestinal Robustness by Fermentation Conditions Enables Identification of Bacterial Robustness Markers
**Source:** PLoS One. 2012 Jul 3;7(7):e39053. doi: 10.1371/journal.pone.0039053
**Supplement:** Table S4 — Primers used in this study.

Supplementary table 4. **Primers used in this study.**

| **ID** | **Name** | **Sequence (5’ to 3’)^a,b^** | **Reference** |
| --- | --- | --- | --- |
| A1 | pbp2A-outI | AGTTCTGTGCGTAGTTTGCC | This work |
| A2 | pbp2A-1412F | TTTGCTATAATGTATTCATTAC | This work |
| A3 | ppbp2A-1412R | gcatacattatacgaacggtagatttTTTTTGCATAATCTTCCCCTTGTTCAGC | This work |
| A4 | pbp2A-1414F | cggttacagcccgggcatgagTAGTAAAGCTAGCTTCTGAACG | This work |
| A5 | pbp2A-1414R | GACCGTGCAAGGTACCAATC | This work |
| A6 | pbp2A-outII | TAGTGGTCACCCGCCACACC | This work |
| B1 | lp-1669-outI | ATCATGGCTTAATCAACAGCG | This work |
| B2 | lp-1669-1668F | CGCCAGGCGTAATGAGTGTG | This work |
| B3 | lp-1669-1668R-inverted cat | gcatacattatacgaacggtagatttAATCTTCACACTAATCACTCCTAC | This work |
| B4 | lp-1669-1670F-inverted cat | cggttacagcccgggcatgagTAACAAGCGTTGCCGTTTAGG | This work |
| B5 | lp-1669-1670R | CGAAAAATTAGTTGTCATGG | This work |
| B6 | lp-1669-outII | AAATTAGTTGTCATGGTTGG | This work |
| C1 | lp-1817-outI | CGCGACAGAGAAGTCCAACC | This work |
| C2 | lp-1817-1816F | TTTCGTAGACGAGTCAAAG | This work |
| C3 | lp-1817-1816R | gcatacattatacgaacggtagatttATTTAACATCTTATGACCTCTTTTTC | This work |
| C4 | lp-1817-1818F | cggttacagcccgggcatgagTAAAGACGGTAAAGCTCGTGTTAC | This work |
| C5 | lp-1817-1818R | ATATGATCAACTTCCTGATT | This work |
| C6 | lp-1817-outII | CATGTACATAAGATAGATCC | This work |
| D1 | pacL3-outI | GGTAATCATAGCAACATTAG | This work |
| D2 | pacL3-3397F | CATACCAGGTTGTGTCACGG | This work |
| D3 | pacL3-3397R | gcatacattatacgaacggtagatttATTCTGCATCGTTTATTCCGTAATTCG | This work |
| D4 | pacL3-3399F | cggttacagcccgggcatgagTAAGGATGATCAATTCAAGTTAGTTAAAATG | This work |
| D5 | pacL3-3399R | GTTGATTAACAAAATTACTG | This work |
| D6 | pacL3-outII | TCAATATCATTTTCAGTTTG | This work |
| E1 | napA3-outI | AGTCTGGGCATGCATGAAGC | This work |
| E2 | napA3-2826F | AACGAGCAGGCCGACGAGC | This work |
| E3 | napA3-2826R | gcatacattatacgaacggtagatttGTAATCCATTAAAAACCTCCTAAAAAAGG | This work |
| E4 | napA3-2828F | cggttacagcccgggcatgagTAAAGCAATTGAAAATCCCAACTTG | This work |
| E5 | napA3-2828R | TCCTGGGAAGTTTACGAACC | This work |
| E6 | napA3-outII | CCGATAACTGAAGTTCTTGG | This work |
| F1 | lp-1357-overexpression F | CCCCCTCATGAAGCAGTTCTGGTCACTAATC | This work |
| F2 | lp-1357-overexpression R | CTAACTCTTTGTCCCGGTTGG | This work |
| G1 | hicD3-overexpression F | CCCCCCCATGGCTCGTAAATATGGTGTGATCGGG | This work |
| G2 | hicD3-overexpression R | TTATGCTTGCGGTAAAACGTCC | This work |
| H1 | thrC+lp-2759 overexpression F | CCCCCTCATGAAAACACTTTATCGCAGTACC | This work |
| H2 | thrC+lp-2759 overexpression R | TCAGTTGAAGTAATTTTCTAGGAAAA | This work |
| I1 | lp-0148~0150 overexpression F | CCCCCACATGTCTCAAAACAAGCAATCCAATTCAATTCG | This work |
| I2 | lp-0148~0150 overexpression R | TTATGCCTTAAACGGATTCCAG | This work |
| I | TAG-lox66-F2 | CGGGAGCAGAATGTCCGAGACTAATG | [1]^c^ |
| J | TAG-lox71-catR2 | TAGTGCGTCTTCTCGTAGCGATCGG | [1] |
| R87 | 87 | GCCGACTGTACTTTCGGATCC | [2] |
| Is169 | 169 | TTATCATATCCCGAGGACCG | This work |
| S1-2 | Sequencing primer R of pSIP411 | GTAATTGCTTTATCAACTGCTGC | This work |
| S2-3 | Sequencing primer 3 of thrC+lp-2759 | ACCATACTTACAACAACTTGAACTCAACC | This work |
| S3-4 | Sequencing primer 4 of lp-0148~0150 | GATCTCTACAACGATGATTTTTGATGAAG | This work |

^a^ The lower-case letters indicates the overhang sequences that homolgous to the ultimate regions of the *cat* (chloramphenicol acetyltransferase) amplicon.

^b^ Underlined are the restriction sites.

^c^ References:

1. van Bokhorst-van de Veen H, Abee T, Tempelaars M, Bron PA, Kleerebezem M, et al. (2011) Short- and long-term adaptation to ethanol stress and its cross-protective consequences in *Lactobacillus plantarum*. Appl Environ Microbiol 77: 5247-5256.

2. Lambert JM, Bongers RS, Kleerebezem M (2007) Cre-*lox*-based system for multiple gene deletions and selectable-marker removal in *Lactobacillus plantarum*. Appl Environ Microbiol 73: 1126-1135.

# Supplementary material for: Modulation of Lactobacillus plantarum Gastrointestinal Robustness by Fermentation Conditions Enables Identification of Bacterial Robustness Markers
**Source:** PLoS One. 2012 Jul 3;7(7):e39053. doi: 10.1371/journal.pone.0039053
**Supplement:** Table S5 — Primer pair combinations used for LF and RF amplification and for the SOE step of the deletion mutants.

Supplementary table 5. **Primer pair combinations used for LF and RF amplification and for the SOE step of the deletion mutants.**

| Label | Target gene | Left flank primer pair | Right flank primer pair | SOE primer pair |
| --- | --- | --- | --- | --- |
| A | *pbp2A* | A2 / A3 | A4 / A5 | A2 / A5 |
| B | *lp-1669* | B2 / B3 | B4 / B5 | B2 / B5 |
| C | *lp-1817* | C2 / C3 | C4 / C5 | C2 / C5 |
| D | *pacL3* | D2 / D3 | D4 / D5 | D2 / D5 |
| E | *napA3* | E2 / E3 | E4 / E5 | E2 / E5 |

# Supplementary material for: Modulation of Lactobacillus plantarum Gastrointestinal Robustness by Fermentation Conditions Enables Identification of Bacterial Robustness Markers
**Source:** PLoS One. 2012 Jul 3;7(7):e39053. doi: 10.1371/journal.pone.0039053
**Supplement:** Table S6 — Primer pair combinations used for each deletion mutant to confirm the correct integration in the genome.

Supplementary table 6. **Primer pair combinations used for each deletion mutant to confirm the correct integration in the genome.**

| Label | Target gene | Left side | Right side |
| --- | --- | --- | --- |
| A | *pbp2A* | A1 / Is169 | R87 / A6 |
| B | *lp-1669* | B1 / R87 | Is169 / B6 |
| C | *lp-1817* | C1 / Is169 | R87 / C6 |
| D | *pacL3* | D1 / Is169 | R87 / D6 |
| E | *napA3* | E1 / Is169 | R87 / E6 |

How the deposited data were processed for this re-analysis (not part of the article)

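Transcript levels of *L. plantarum* WCFS1 and of its *lp_1669* deletion mutant, each grown in 2x CDM and in MRS, were measured on 4 arrays of 2 colours, with 4 conditions, 2 labels per condition and 1 sample per channel. The dyes of each sample were taken from the sample labels. The files hold, for every spot and channel, the mean signal and the mean local background as intensities on a linear scale, as the authors' scanner software wrote them, with no background subtracted and no normalization. The scanner and its software are not given in the sources used here. A flag per channel marked 49.7% to 62.2% of the gene spots of an array in either channel, mostly dim ones. The authors also deposited a table of log2 ratios for the same spots. Set against the scanner values, its columns run as Cy3 over Cy5 (correlation with the Cy5 over Cy3 ratios of the scanner values, -0.91 to -0.76), its missing values (682 to 858 per array) are the spots with a background-subtracted signal of 0 or less in either channel, and its column medians are 0.03 to 0.14. Its log base, background step and direction follow from this comparison, while the normalization the authors applied is described in a companion paper that was not used here. The paper's thresholds (adjusted p under 0.05 and a fold over 2 or under 0.5) were used.

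From the intensities, background was corrected with normexp and an offset of 50, and log2 ratios were normalized by loess within each array, with the 60 empty control spots and the flagged spots at weight 0. No scaling between arrays was applied. The offset draws the folds of dim genes towards 1. Without background correction the folds of the paper's listed genes were smaller still. Their slope against the paper's log ratios was then 0.51 in 2x CDM and 0.27 in MRS, in place of 0.64 and 0.41. Ratios of the probes of a gene were averaged: 3022 genes had 3 probes, 34 had 2 and 36 had 1. Linear models with 3 coefficients were fitted to the 4 arrays with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes), for the mutant over the wild type in each medium, for 2x CDM over MRS in each strain and for the difference of the strain effect between the media. P-values were adjusted by Benjamini-Hochberg over 3092 genes. The moderated variance had a prior standard deviation of 0.281 with 2.02 prior degrees of freedom, beside 1 residual degree of freedom. A signal was taken as above background in a channel when signal less local background exceeded the median of the control spots by over 2.6 robust standard deviations, and a gene as not above background in a condition when no probe was above in either of its 2 channels. Bounds were computed per channel after loess and Aquantile normalization.

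Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 20 lists, and again with an estimated correlation and with fry. With camera, 8 lists ranked up and 3 down in the mutant in 2x CDM, 6 up and 3 down in MRS, 5 up and 5 down between the media in the wild type, 7 up and 5 down in the mutant, and 4 up and 3 down for the difference between the media. With an estimated correlation 0 of the 20 lists passed in any of the 5 comparisons. That correlation is estimated from 1 residual degree of freedom, and camera then tests with that 1 degree of freedom. For *cps2* in 2x CDM the estimated correlation was -0.0909, yet camera's unadjusted p went from 6.11e-35 to 0.0485. Hardly any list can pass in that way when adjusted over 20 lists, so these results decide little. Other lists had a higher estimate, 1 for the histidine, threonine synthase and mannitol lists and 0.5 for the pyrimidine list. The preset of 0.01 takes genes of a list as nearly independent. Where genes of a list share their errors, camera's p-values at that preset are too small. Camera compares a list with the other genes, while fry asks whether its own genes move on balance one way, and by fry 0 lists passed for a move one way, while for changes in either direction 4 passed between the strains in MRS and 5 between the media in the mutant. The genes named are those the paper names in its results on the regulon, all members of *cps2*, *cps3* and *cps4*, the genes of Table 1, the largest changes among the called genes of each comparison (up to 10 in each direction between strains and 5 between media) and up to 4 members of each list with the largest changes. 9 more genes, and lp_3177, *trpA* and lp_3074, were picked after their values were seen, and those printed are marked as such. Gene names come from the paper's tables, and a locus number is printed where these give none. The reference genome at hand is of another strain and was not used, so no coordinates are given. The over-represented classes that the study obtained with BiNGO need an annotation of all genes and were not repeated, and the capsular gene lists were tested in their place.

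The steps were tested on simulated scanner values with the arrays' own intensities, dye curves and backgrounds, in which 50 genes at each of 4 sizes, out of 3092, were changed between the strains in 2x CDM. The median recovered log2 size was 0.989 for simulated changes of 1, 2.02 for 2, 3.02 for 3 and 4.07 for 4. At these sizes, 34% were called at a log2 size of 1 and 100% at 2, 3 and 4, and 0 of the 2892 unchanged genes were called. The simulated noise was alike in all genes, unlike the real spread. Alternatives were median centring in place of loess, scale normalization between arrays, no background correction, an offset of 16, leaving out the dimmest 25% of genes, the median of the probes, a trended and robust eBayes, each probe as its own observation, the fold on the direct array alone, the deposited value table, and leaving out each array. With 3 coefficients, a fit to the arrays left is exact, so leaving out each array in turn gives only 2 different values per comparison. Flagged spots at full weight in loess, and flagged spots left out of the means, were added after the data had been seen.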

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

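The test of the probe signs in the fatty acid synthesis genes, the background tests of *cps3* and *cps4* and the test of *rpmH* and *deoP* were chosen only after the result was seen. Gene lists whose strain effect differed between 2x CDM and MRS by a test of the difference itself (camera on the interaction) stand out first. The median difference of the log2 fold change, 2x CDM less MRS, was 1.18 for *cps2*, -0.95 for *cps3*, -0.99 for *cps4*, 1.82 for the histidine operon, 1.19 for the tryptophan operon, -0.76 for the pyrimidine operon and 0.22 for the plantaricin locus. The histidine and tryptophan values are limited by background, since 4 of 10 and 7 of 7 of these genes were not above background in the wild type in MRS, and 1 and 2 in the mutant. The camera adjusted p-values of these lists ran from 2.96e-19 for histidine to 0.000197 for plantaricin, and with an estimated correlation from 0.541 to 0.615. The plantaricin difference ran from 0.06 to 0.36 without each array in turn, and 0 of its 26 genes passed when adjusted over the list alone.

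The lower *cps3* and *cps4* effect in 2x CDM was weighed as a pattern. The test of signals near background, which compress a fold, was first made on both clusters together, where it argued against them (81.0% of the genes above background in all 4 channels with RNA from 2x CDM, and a difference of -0.47 in the deposited value table, median standard error 0.43), and was split by cluster after that value was seen. Split, it argues against them only weakly for *cps3*, where 90.9% of the genes were above background there and the difference was -0.70 in the deposited value table (median standard error 0.41), while for *cps4* they remain a candidate explanation, with 70.0% above background and -0.19 (median standard error 0.51). In the Cy5 channels with RNA from 2x CDM the cutoffs for above background were 20.1 and 29.4, under the offset of 50, so a fold could still be compressed above them. With flagged spots left out no *cps3* gene could be tested. That 1 array decides the difference is argued against, because the median over both clusters was -0.90 at its highest and -1.04 at its lowest without any 1 array. For *cps3*, a response of the cluster to the regulator that depends on the medium is a hypothesis, found and tested on the same data.

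The comparison of the media within each strain is not reported in the paper. In the mutant, 85 genes passed between 2x CDM and MRS, 62 higher and 23 lower in 2x CDM, and the lowest adjusted p was 0.0488. The median log2 fold change from MRS to 2x CDM was -2.10 in the wild type and -3.15 in the mutant for *cps3*, -1.47 and -2.44 for *cps4*, and -3.34 and -3.71 for the fatty acid synthesis genes. Without background correction the *cps3* medians were -1.16 and -2.12 and the *cps4* medians -0.80 and -1.70, and from the deposited value table they were -3.62 and -4.27 and -3.24 and -3.41. Without each array in turn, the fatty acid medians ran from -5.75 to -2.56 in the wild type and from -4.37 to -1.40 in the mutant.

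The 12 fatty acid synthesis genes failed to close around the loop, with a median closure (the sum of the 4 log2 ratios, 0 without error) of 2.97, against a robust standard deviation of 0.62 over all genes, and the ribosomal protein genes had a larger one, 4.76. A dye effect of each probe's own sequence is argued against, since 97.2% of the cluster's 36 probes had a closure of one sign. A dye curve of intensity left after normalization is argued against for these genes, whose median closure lay at the 99.8th percentile of 488 genes of like intensity, but not for the ribosomal protein genes, at the 96.0th percentile of genes matched to them. RNA of a condition that differed between its 2 hybridisations stays open: closures of adjacent genes correlated at 0.455 without the cluster, above the highest of 100 random orders within bins of intensity (0.442), though those orders already averaged 0.415, and with flagged spots at full weight in loess the correlation was 0.185. No biological explanation was tested.

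The genes *rpmH* (lp_3688a) and *deoP* (lp_0498), picked after their values were seen, have the highest and the lowest ratio in the paper's Table S2. Here their log2 fold changes in 2x CDM were -0.38 (standard error 0.55) and 0.06 (standard error 0.45). Neither had a probe above background in more than 1 of the 4 channels with RNA from 2x CDM, so a ratio of signals near background is a candidate explanation of the paper's values, and no biological explanation was tested.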

How the results depend on the processing

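The settings for flagged spots were chosen only after the data had been seen. No paired analysis was possible because the conditions carry no replicate numbers that groups share, and the only pairing, of the conditions on each array, is already in the fit. Each gene's spread rests on 1 residual degree of freedom, and the closures of the loop were uneven between genes. Signal over background limits dim genes, whose folds are drawn towards 1.

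The count of genes called between the strains in 2x CDM, 0, became 59 with a trended, robust eBayes, 61 with each probe as its own observation, 22 without background correction, 31 with flagged spots left out (1578 genes tested) and 131 by fold on the direct array alone. In MRS, 0 became 45, 52, 23 with flagged spots left out and 171 on the direct array. For the difference between the media, 0 became 29, 42 and 12 with flagged spots left out. With flagged spots left out, as with the trended, robust eBayes, the prior degrees of freedom were infinite, so a gene's own loop error hardly counted. Between the media in the wild type, 0 became 237, 259, 164 without background correction, 74 without the dimmest genes, 62 with the median of the probes, 136 from the deposited value table, 178 with flagged spots at full weight in loess, 84 with flagged spots left out and 367 on the direct array. In the mutant, 85 became 278, 302, 205 without background correction, 134 from the deposited value table, 204 with flagged spots at full weight and 374 on the direct array, and 0 with median centring, scale normalization or an offset of 16. The cause was not tested.

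The medians of *cps2*, *cps3* and *cps4* for both strain comparisons and their difference stayed on their side of the threshold, or without a test moved by less than the error, in 132 alternative values, although *cps3* in 2x CDM, past no threshold in these, ran from -0.19 to 0.13 and so took both signs. The others were *cps3* in 2x CDM with median centring (0.49, now past the threshold), *cps4* in 2x CDM with flagged spots left out (0.30, on 1 gene), the *cps4* difference from the deposited value table (-0.19, camera adjusted p = 0.498) and values without 1 array. The 132 values are not separate checks. A trended, robust eBayes and each probe as its own observation left these medians as they were, and several fits without 1 array repeat the direct array's value. With flagged spots left out no *cps3* gene could be tested. Without each array in turn, the *cps2* median ran from 3.73 to 3.84 in 2x CDM and from 2.45 to 2.66 in MRS, and *cps3* from 1.03 to 1.31 in MRS. Such a fit returns the direct array's value unless that array is the one left out, so each range holds only 2 different values. Over the other alternatives the *cps2* median varied more, from 3.07 to 4.51 in 2x CDM and from 1.98 to 3.20 in MRS.

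Directions reversed for some other lists. The histidine operon in MRS had 0.74 from the deposited value table and 0.28 with flagged spots at full weight, and the tryptophan operon in MRS 0.68 from the deposited value table and -0.51 to 0.11 without each array in turn. The purine operon in MRS ran from -0.51 to 0.41, *cps1* in 2x CDM from -0.042 to 0.22 and the fatty acid synthesis genes in 2x CDM from -2.71 to 0.32, with 0.32 on the direct array alone. The cell surface complex genes between the media in the wild type had 0.14 with median centring. Lists past no threshold, such as the ribosomal protein and ATPase genes, also took both signs without 1 array. The cause was not tested.

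By fold alone, 12 capsular genes passed in 2x CDM and 25 in MRS, in place of 0. The correlation of the strain effects between the media was 0.0442 on the direct arrays, which have the strains on opposite dyes, and 0.52 without the *cps* genes. The number of lists past the threshold was 0 with an estimated correlation and 0 with fry for a move one way in each of the 5 comparisons. With the estimated correlation, camera has 1 residual degree of freedom and can hardly pass any list. By fry for changes in either direction, 4 lists passed between the strains in MRS (*cps2*, *cps4*, the cell surface complex genes and the positive survival markers), 5 between the media in the mutant and 0 in the other comparisons.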

Differences from the paper's values

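The paper's Tables S2 and S3 state the same thresholds as used here. The paper lists 47 genes as higher and 15 as lower in the mutant in 2x CDM, where 0 and 0 were called here. Of the alternatives set before the data were examined, the trended, robust eBayes (42 and 17) and each probe as its own observation (44 and 17) come within 1.5 times of both, and the other 8 do not. The former sets a gene's own loop error aside and the latter takes probes on the same array as replicates, so a like count does not show that the calls are sound. In MRS the paper lists 83 as higher and 4 as lower, where 0 and 0 were called here. The fold threshold alone on the direct array, with no adjusted p, gives 83 higher but 88 lower, and no alternative comes within 1.5 times of the number lower. Of the paper's 62 genes, 22 are called without background correction, 53 with the trended, robust eBayes and 54 with each probe as its own observation, and of its 87 genes 39 and 46. Flagged spots left out, a setting chosen after seeing the values, gives 21 higher and 10 lower in 2x CDM and 19 and 4 in MRS, so that both numbers lower come within 1.5 times. It could test 27 of the 62 genes, of which it calls 24, and 33 of the 87, of which it calls 22.

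Ratios below are wild type over mutant, as the paper gives them. The 39 ratios compared are a subset of both tables, picked after the values were seen. Over the tables as a whole, log ratios of the fit had a slope of 0.64 against the paper's in 2x CDM and 0.41 in MRS. The deposited value table gave 0.98 and 1.03, so the folds of the fit are smaller than those of either source. With both strains above background, 20 ratios did not differ by more than 1.5 times and the error and 12 did. For 3 more, *lp_1669* in both media and *rpmH* in 2x CDM, only bounds below the paper's values were obtained, which decide nothing. Another 4 ratios, given below, are of genes not above background in the wild type and are not exact: *deoP* and lp_3074 in 2x CDM, with no bound, and lp_3074 and lp_3117 in MRS, at least 1.38-fold and at least 1.32-fold higher in the mutant. These bounds do not exclude the paper's values. In 2x CDM, the paper's value was 15.67 for lp_2901 and 8.77 here, and scale normalization, the deposited value table and leaving out the direct array closed the gap. For *cps2A* the paper's 0.02 stands against 0.0402 and for *cps2F* its 0.04 against 0.0648, and scale normalization and the deposited value table closed both. For *ica1* the paper's 0.05 stands against 0.150 and for *trpA* its 0.11 against 0.689, and the deposited value table alone closed both. The paper's 0.14 for *hisG* stands against 0.257, its 0.11 for lp_3117 against 0.415 and its 0.11 for lp_3074 against 0.718, and no alternative closed these. For *deoP* its 0.00 stands against 0.960, and a printed ratio of 0.00 could not be closed by any alternative under the measure used. In MRS, the paper's value was 0.04 for *cps2A* and 0.124 here, and 0.05 for *ica1* and 0.182 here, both closed by the deposited value table alone. For *cps2C* the paper's 0.04 stands against 0.0895, closed by scale normalization and the deposited value table. For *cps3H* the paper's 0.27 stands against 0.417, closed by median centring, the median of the probes and leaving out the direct array. For lp_3074 the paper's 0.19 stands against 0.474, closed by median centring and leaving out the direct array. The paper's 0.11 for *cps4J* stands against 0.223 and its 0.09 for lp_3117 against 0.592, and no alternative closed these.

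The legend of Fig. 8 gives red lines for genes that are higher in the mutant than in the parent and green lines for those that are lower. The figure draws *lp_1669* in red and the *cps2* genes in green, while here *lp_1669* was at least 5.64-fold lower in the mutant in 2x CDM and the *cps2* genes had a median log2 fold change of 3.95. The direction of the *cps2* genes and of *lp_1669* in the paper's text and Tables S2 and S3 is that found here.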

Other observations

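The test of the survival markers was chosen only after the result was seen. The media themselves changed the transcriptome of the mutant. All 10 histidine synthesis genes rose from MRS to 2x CDM in the mutant, with a median log2 fold change of 4.25 (camera, adjusted p = 6.39e-14, and adjusted p = 0.519 with an estimated correlation), and *hisG* had 4.92 (standard error 0.33, limma adjusted p = 0.0488). With the 1 of these genes not above background in the mutant in MRS at its bound, their median was 4.16. In the wild type their median was 2.46, or 2.33 with the 4 genes not above background in MRS at their bounds, and all 10 passed when adjusted over the list alone, but 0 over all genes. These sizes varied with the processing: the medians were 1.31 in the wild type and 2.91 in the mutant without background correction, and 5.14 and 6.11 from the deposited value table. Of the capsular genes, 6 of 11 in *cps3* and 5 of 10 in *cps4* fell in 2x CDM in the mutant, among them *cps3F* at -3.27 (standard error 0.20) and *cps4J* at -2.73 (standard error 0.20), both at a limma adjusted p = 0.0488. These 85 calls became 0 under median centring, scale normalization or an offset of 16.

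Other gene groups were higher or lower between the media without a call over all genes. The 8 pyrimidine synthesis genes had a median of 1.98 in the wild type and 1.41 in the mutant (camera, adjusted p = 1.9e-10 and 2.52e-07, and adjusted p = 0.637 and 0.519 with an estimated correlation). None of the 7 tryptophan genes was above background in the wild type in MRS, so no size is given for them in that strain, and in the mutant their median was 1.69 with 2 such genes at their bounds. Without bounds, that median ran from 0.95 to 3.40 over the alternatives that keep all arrays or use the direct array alone. The 11 purine genes had -0.63 and -0.80 (camera, adjusted p = 6.47e-05 and 7.19e-06, and adjusted p = 0.736 and 0.581 with an estimated correlation), with 0 of 11 past the threshold when adjusted over the list alone in either strain, and without each array in turn their medians ran from -0.84 to -0.029 and from -1.44 to -0.57. The *cps2* genes had 0.03 in the wild type and 1.20 in the mutant. The largest changes from MRS to 2x CDM in the mutant were lp_1084, at 6.06 (standard error 0.22), and lp_0201, at least 50.1-fold higher, among those that rose, and lp_3256, at -5.65 (standard error 0.24), and lp_0255, at -4.43 (standard error 0.26), among those that fell, each at a limma adjusted p = 0.0488. The tables used here give these 4 genes no name.

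Between the strains, the median log2 fold change in 2x CDM and in MRS was 0.01 and -0.08 for the 56 genes of prophage P1, 0.05 and -0.10 for the 6 folate genes, -0.02 and -0.02 for the 28 ribosomal protein genes and -0.05 and 0.02 for the 8 ATPase genes. The last 2 lists had median standard errors of 1.20 and 1.13, so a 2-fold change in them was not detectable. Without each array in turn, the ribosomal median ran from -3.60 to 1.16 in 2x CDM and from -1.20 to 3.51 in MRS, and the ATPase median from -3.43 to 1.14 and from -1.11 to 3.36. The purine genes had 0.12 and 0.23, the tryptophan genes 0.58 in 2x CDM (in MRS they were not above background in the wild type), the fatty acid synthesis genes -0.53 and -0.18 (median standard error 0.77, and -2.71 to 0.32 and -0.91 to 2.17 without each array in turn), and the plantaricin genes 0.16 and -0.01, with *plnA* at 1.14 in 2x CDM and -0.17 in MRS (standard error 0.25). The tryptophan median in 2x CDM ran from 0.49 to 1.89 over the alternatives that keep all arrays or use the direct array alone.

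The mutant survived the GI-tract assay better than its parent in the paper, which leads to the hypothesis that its transcriptome may move along all survival markers of Table S1 other than *lp_1669* itself, which was left out. The 25 positive markers had medians of 0.05 in 2x CDM and -0.02 in MRS and the 11 negative markers -0.00024 and -0.09, and the lowest camera adjusted p of these lists was 0.315. A move of all positive markers the same way was not seen: 16 of 25 were above 0 in 2x CDM and 7 of 25 in MRS. They ran from -1.52 to 1.14 in 2x CDM and from -1.45 to 0.18 in MRS. As a list they passed by fry for changes in either direction in MRS (adjusted p = 0.0335), which does not speak for a move one way. Camera values past no threshold cannot exclude a small move of most markers, so that stays open. The positive marker *thrC* was lower in the mutant in both media.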
